# Identification and validation of multiple cell surface markers of clinical-grade adipose-derived mesenchymal stromal cells as novel release criteria for good manufacturing practice-compliant production

**DOI:** 10.1186/s13287-016-0370-8

**Published:** 2016-08-11

**Authors:** Emily T. Camilleri, Michael P. Gustafson, Amel Dudakovic, Scott M. Riester, Catalina Galeano Garces, Christopher R. Paradise, Hideki Takai, Marcel Karperien, Simon Cool, Hee-Jeong Im Sampen, A. Noelle Larson, Wenchun Qu, Jay Smith, Allan B. Dietz, Andre J. van Wijnen

**Keywords:** Adipose-derived mesenchymal stromal cells, RNA-sequencing, Flow cytometry, Release criteria, CD markers, Human platelet lysate, Manufacturing

## Abstract

**Background:**

Clinical translation of mesenchymal stromal cells (MSCs) necessitates basic characterization of the cell product since variability in biological source and processing of MSCs may impact therapeutic outcomes. Although expression of classical cell surface markers (e.g., CD90, CD73, CD105, and CD44) is used to define MSCs, identification of functionally relevant cell surface markers would provide more robust release criteria and options for quality control. In addition, cell surface expression may distinguish between MSCs from different sources, including bone marrow-derived MSCs and clinical-grade adipose-derived MSCs (AMSCs) grown in human platelet lysate (hPL).

**Methods:**

In this work we utilized quantitative PCR, flow cytometry, and RNA-sequencing to characterize AMSCs grown in hPL and validated non-classical markers in 15 clinical-grade donors.

**Results:**

We characterized the surface marker transcriptome of AMSCs, validated the expression of classical markers, and identified nine non-classical markers (i.e., CD36, CD163, CD271, CD200, CD273, CD274, CD146, CD248, and CD140B) that may potentially discriminate AMSCs from other cell types. More importantly, these markers exhibit variability in cell surface expression among different cell isolates from a diverse cohort of donors, including freshly prepared, previously frozen, or proliferative state AMSCs and may be informative when manufacturing cells.

**Conclusions:**

Our study establishes that clinical-grade AMSCs expanded in hPL represent a homogeneous cell culture population according to classical markers,. Additionally, we validated new biomarkers for further AMSC characterization that may provide novel information guiding the development of new release criteria.

**Clinical trials:**

Use of Autologous Bone Marrow Aspirate Concentrate in Painful Knee Osteoarthritis (BMAC): Clinicaltrials.gov NCT01931007. Registered August 26, 2013.

MSC for Occlusive Disease of the Kidney: Clinicaltrials.gov NCT01840540. Registered April 23, 2013.

Mesenchymal Stem Cell Therapy in Multiple System Atrophy: Clinicaltrials.gov NCT02315027. Registered October 31, 2014.

Efficacy and Safety of Adult Human Mesenchymal Stem Cells to Treat Steroid Refractory Acute Graft Versus Host Disease. Clinicaltrials.gov NCT00366145. Registered August 17, 2006.

A Dose-escalation Safety Trial for Intrathecal Autologous Mesenchymal Stem Cell Therapy in Amyotrophic Lateral Sclerosis. Clinicaltrials.gov NCT01609283. Registered May 18, 2012.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13287-016-0370-8) contains supplementary material, which is available to authorized users.

## Background

Regenerative medicine endeavors to surpass traditional treatments through the use of biological products to restore damaged or diseased tissues that are otherwise beyond repair. Integral to many regenerative therapeutic strategies is the use of adult stem cells, and particularly the use of mesenchymal stromal cells (MSCs) for either their regenerative or immune-regulatory properties [1]. Currently, over 246 clinical trials utilizing allogenic or autologous MSCs [2] are being performed worldwide to treat various diseases including osteoarthritis [3], atherosclerotic renal artery stenosis (ARAS) [4], multiple system atrophy (MSA) [5], graft versus host disease [6], and amyotrophic lateral sclerosis (ALS) [7]. Despite the growing number of clinical trials, there are currently no US FDA-approved MSC-based products [2]. Challenges for clinical translation of MSC-based therapies largely lie in the production and basic characterization of the MSC product [2].

Cell therapy using MSCs is largely limited by the cell harvesting and manufacturing of the MSC product. In recent years, cell therapy research has moved away from embryonic stem cells and induced pluripotent stem cells due to ethical and safety concerns over these cell types. Various alternative tissue sources of MSCs have been identified, including bone marrow, adipose tissue, umbilical cord, Wharton’s jelly, and gingival tissue. The majority of studies utilize MSCs derived from the bone marrow (BMSCs) owing to their potential to differentiate into various mesenchymal tissues, including bone, cartilage, and fat, as well as their immune-regulatory functions. However, bone marrow as a source of MSCs is limited by the invasive and painful aspiration procedure, and very low abundance of MSCs that typically account for 0.001–0.01 % of cells [8]. Adipose tissue has been identified as an MSC-rich tissue, in which 1–10 % of the stromal fraction is MSCs [9, 10], which also undergo multi-lineage differentiation in vitro [9–13]. These attributes are advantageous and also permit autologous transplantation, which is particularly important for non-fatal diseases (e.g., wound healing, osteoarthritis, or aesthetic procedures). Although the anatomical location of harvesting may have some impact on the yield of adipose-derived MSCs (AMSCs) [14, 15], variability in processing, manufacturing, and delivery of MSC/AMSCs may have larger implications on cell therapy outcomes [16].

AMSCs preparations for cell therapy vary from minimal processing (isolation of the stromal vascular fraction) to *ex vivo* expansion of the processed lipoaspirate [10]. The *ex vivo* expansion of AMSCs from the processed lipoaspirate is performed with either fetal bovine or calf serum (FBS or FCS), or under nonzoonotic conditions using human platelet lysate (hPL) [12, 17]. Previous studies have shown that culturing AMSCs in good manufacturing practices (GMP)-grade hPL provides a growth advantage, and the cellular yields were significantly greater for AMSCs grown in 5 % hPL compared to 10 % FBS or FCS [12, 17]. Tissue culture practices may also influence AMSC growth, where contact inhibition and/or cryopreservation may affect their function [18–20]. Finally, the therapeutic delivery of MSCs also varies among clinical trial protocols; MSCs are commonly cryopreserved, thawed, and administered, or allowed to recover in culture for up to 4 days prior to administration. It is currently not known how preparation procedures prior to administration may impact the function of MSCs following infusion or application.

Despite differences in isolation, production, and administration, characterization of an MSC-based product is largely limited to measuring the expression of a subset of classical cell surface markers, including CD90, CD73, CD105, and CD44, and absence of expression of CD45 or CD31 as defined by the International Society for Cellular Therapy (ISCT) and the International Federation of Adipose Therapeutics and Sciences (IFATS) [2, 11]. These markers only really serve to identify cells as MSCs so additional markers are needed to get information regarding potency and function of the cells, the differentiation potential, and how cultured cells change over time during manufacturing. To gain a better understanding of the MSC surface proteome, techniques including mass spectroscopy- and flow cytometry-based antibody screening assays have been used to characterize AMSC surface proteins and to determine the heterogeneity of MSC populations [21–26]. While these techniques are highly relevant for screening purposes, these studies have significant limitations in that they rarely utilize clinical-grade AMSCs or report whether the cells maintain homogeneity during manufacturing steps. As such, product characterization remains an unmet need for translational therapies using AMSCs. In this study, we utilized clinical-grade AMSCs grown in GMP- hPL, characterized the surface marker transcriptome of these cells, and validated the expression of five classical and nine non-classical markers.

## Methods

### Primary cell isolation and sample preparation for RNA analysis

#### Primary bone cells

Bone tissue was mechanically disrupted using a scalpel and resulting bone chips were plated onto tissue culture dishes in complete media [advanced minimum essential medium (MEM), 10 % phosphate-buffered saline (PBS), 100 U/ml penicillin, 100 g/ml streptomycin, 1x GlutaMAX] and maintained at 37 °C, 5 % CO_2_. Bone cells were plated into new culture dishes and passaged three times, at which time 1 × 10^6^ cells were harvested for RNA analysis.

#### Primary chondrocytes

Human cartilage was first digested with 0.2 % pronase in complete media [Dulbecco’s modified Eagle’s medium [DMEM]/F12 10 % FBS, 100 U/ml penicillin, 100 g/ml streptomycin, 50 μg/mL gentamycin) for 1 h at 37 °C with shaking in a cell culture incubator. Following incubation with pronase, the cartilage was washed twice with PBS, then incubated with 0.036 % collagenase-P overnight at 37 °C in a cell culture incubator. The next day, undigested cartilage was removed using a cell strainer (BD Falcon) and flow-through containing primary chondrocytes was pelleted and washed twice with PBS. Primary chondrocytes were plated onto a tissue culture plate and maintained at 37 °C, 5 % CO_2_, after which 1 × 10^6^ cells were harvested for RNA analysis.

#### Bone marrow-derived stromal cells

Primary human BMSC were purchased directly from Lonza and expanded using our previously described procedures [27]. Cells were cultured up to passage 5 and plated on standard tissue culture plastic until 70–80 % confluent for harvest.

#### Fibroblasts

Primary human gingival fibroblasts (HGF) and human periodontal ligament (HPDL) cells were established from patient gingival connective tissue explants, as previously described [28]. Cells were cultured at 37 °C in a 5 % CO_2_/95 % air atmosphere in DMEM containing 10 % FCS.

### Real-time reverse transcriptase quantitative PCR analysis

Total RNA was isolated from primary cultured cells using either Trizol® Reagent (Thermo) or miRNeasy Mini Kit (Qiagen) according to respective protocols. The SuperScript III First-Strand Synthesis System (Invitrogen) was used to reverse transcribe RNA into cDNA, which was used as a template for real-time PCR analysis. Real-time reactions were performed with 10 ng cDNA per 10 μl with the QuantiTect SYBR Green PCR Kit (Qiagen) and detected using the CFX384 Real-Time System (BioRad). Gene expression levels were normalized to the housekeeping gene, *GAPDH*, and quantified using the 2^(−delta delta Ct) method. Gene specific primers are listed in Additional file 1: Table S1.

### AMSC isolation and cell culture conditions

Mesenchymal stromal cells were derived from lipoaspirates obtained from consenting donors and clinical trial patients with approval from the Mayo Clinic Institutional Review Board (IRB) as previously described [12, 29]. After harvesting, fat tissue was digested with collagenase (type I at 0.075 %; Worthington Biochemicals) for 1.5 h at 37 °C. The stromal vascular fraction was isolated by low speed centrifugation (400 *g* for 5 min), the supernatant was removed, and the cell pellet was rinsed with PBS and passed through a cell strainer (70 μm) (BD Biosciences). Buffered ammonium solution (154 mM NH_4_Cl, 10 mM KHCO_3_, 0.1 mM EDTA) was used to lyse erythrocytes. The resulting cell fraction was plated onto tissue culture flasks in standard culture medium (advanced MEM) with 5 % hPL (Mill Creek Life Sciences), 2 mM L-glutamine (Invitrogen), and antibiotics (100 U/ml penicillin, 100 g/ml streptomycin) and maintained 37 °C in 5 % CO_2_ at a cell density of 1.0–2.5 × 10^3^ cells/cm^2^.

Prior to cryopreservation, freshly isolated AMSCs were harvested for flow cytometric analysis (pre-thaw samples), and the remaining cells were frozen in 1 ml aliquots of up to 20 × 10^6^ cells/mL with CryoStor CS10 Cryopreservation Medium (BioLife Solutions, Stem Cell Technologies) and stored in liquid nitrogen. Post-thaw samples were recovered from cryopreservation by placing the vial in a 37 °C water bath to thaw, then transferred to 10 ml of growth media and centrifuged for 5 min at 500 *g*. Cells were resuspended in growth media and approximately 1 × 10^6^ cells were harvested for flow cytometric analysis. The remaining thawed cells were plated in T-175 cm^2^ flasks at a density of up to 3000 cells/cm^2^ and cultured for 4 days at 37 °C in 5 % CO_2_. After 4 days’ culture, cells were harvested for flow cytometric analysis.

### Flow cytometry

Cells were harvested from culture, and approximately 1 × 10^6^ cells were added to tubes and centrifuged at 500 *g* for 5 min. The supernatant was removed and samples were incubated with 50 μl of mouse serum for 5 min at room temperature. Table 1 describes the antibodies and antibody mixes. Primary antibody mixes were added to respective tubes, vortexed, and incubated for 15 min at room temperature in the dark. A total of 3 ml of PBSFE [PBS with 5 mM NaEDTA (Sigma) and 1 % bovine serum albumin (Sigma)] was added to each tube and centrifuged at 500 *g* for 5 min. The supernatant was discarded and 200 μl of 1 % paraformaldehyde (Electron Microscopy Sciences) was added prior to acquisition. The flow cytometric acquisition was performed on a Beckman Coulter Gallios (Beckman Coulter). The cells were acquired using forward scatter and side scatter and gated to exclude debris. The cytometer acquired 50,000 AMSC events. The analysis was performed using Kaluza software (Beckman Coulter), where population gates were defined (%Gated) and mean fluorescence intensity (MFI) values were generated by the software based on fluorescence intensity of gated cell populations.

**Table 1:** List of antibodies used for flow cytometry validation

Antibody	Fluorophore	Company	Catalog number
CD163	FITC	Beckman Coulter	B17492
CD140B	PE	BD	558821
CD248	Alexa Fluor 647^a^	Abgent	AP6756b
CD146	PC5	Beckman Coulter	A22364
CD200	PE-Cy7	BD	562125
CD36	APC	Beckman Coulter	A87786
CD34	APC-A750	Beckman Coulter	A89309
CD44	Pac Blu	Beckman Coulter	B37789
CD44	PC7	eBioscience	25-0441
CD276	APC	eBioscience	17-2769-41
CD271	FITC	Biolegend	345104
CD105	PE	Beckman Coulter	A07414
CD73	PerCP eFluor710	eBioscience	# 46-0739-42
CD73	PE	BD	#550257
CD90	FITC	Beckman Coulter	IM1839U
CD274	PC7	Beckman Coulter	A78884
CD14	ECD	Beckman Coulter	IM2707U
HLA-ABC	APC	eBioscience	17-9983
HLA-DR	Pac Blu	Beckman Coulter	A74781
CD45	Krome Orange	Beckman Coulter	A96416

*APC* allophycocyanin, *FITC* fluorescein isothiocyanate, *PC7* R-phycoerythrin cyanin 7, *PE* R-phycoerythrin

^a^ Custom Beckman Coulter-labeled antibody

### RNA-sequencing and bioinformatic analysis

Following RNA isolation using the miRNeasy Mini Kit (Qiagen), RNA-seq was performed as previously described [13]. Briefly, RNA was prepared for sequencing using the TruSeq RNA Sample Prep Kit v2 (Illumina) and was analyzed using Illumina HiSeq 2000 with TruSeq SBS Kit v3 and HCS v2.0.12 data collection software. Sequence data were processed using MAPRSeq (v.1.2.1) and a bioinformatics workflow (TopHat 2.0.6, HTSeq, and edgeR 2.6.2), where expression data were normalized using the reads per kilobase per million (RPKM) method.

RNA-seq data were further analyzed using the DAVID Bioinformatics Resources 6.7 (https://david.ncifcrf.gov/) [30, 31]. Hierarchical clustering was performed using GENE-E (v3.0.228; Broad Institute, Cambridge, MA, USA). RNA-seq data were deposited in the public Gene Expression Omnibus (GEO) repository under the accession number [GEO:GSE84322].

### Statistical analysis

Data were analyzed using GraphPad Prism v6 (GraphPad Software) and are presented as mean and individual data points. One-way ANOVA was used for multiple comparisons and post hoc analysis using Dunn’s multiple comparisons test was used to compare pre-freeze, post-thaw, and 4-day culture, where significance was set at *p* < 0.05.

## Results

### AMSCs alter surface marker gene expression during proliferating or confluent culture conditions

Production of clinical-grade AMSCs for cell therapy must yield a consistent product and cell surface markers are frequently used as part of the release criteria for many laboratories. The release criteria used to characterize AMSCs utilized herein are shown in Fig. 1a, where AMSCs must express classical markers including CD44, CD73, CD90, CD105, and HLA-ABC, and lack the expression of HLA-DR, CD14, and CD45 [11]. We found that the expression of these markers was homogeneous and uniform, with close to 100 % of gated cells analyzed by flow cytometry either expressing positive markers or lacking negative markers (Fig. 1b). All positive markers were consistently above 90 %, and negative markers were expressed in <5 % of gated cells across the different donors (Fig. 1c). The data presented here support the literature demonstrating that these markers are characteristic of AMSCs and are also present on clinical-grade AMSCs expanded in hPL.

**Fig. 1:**
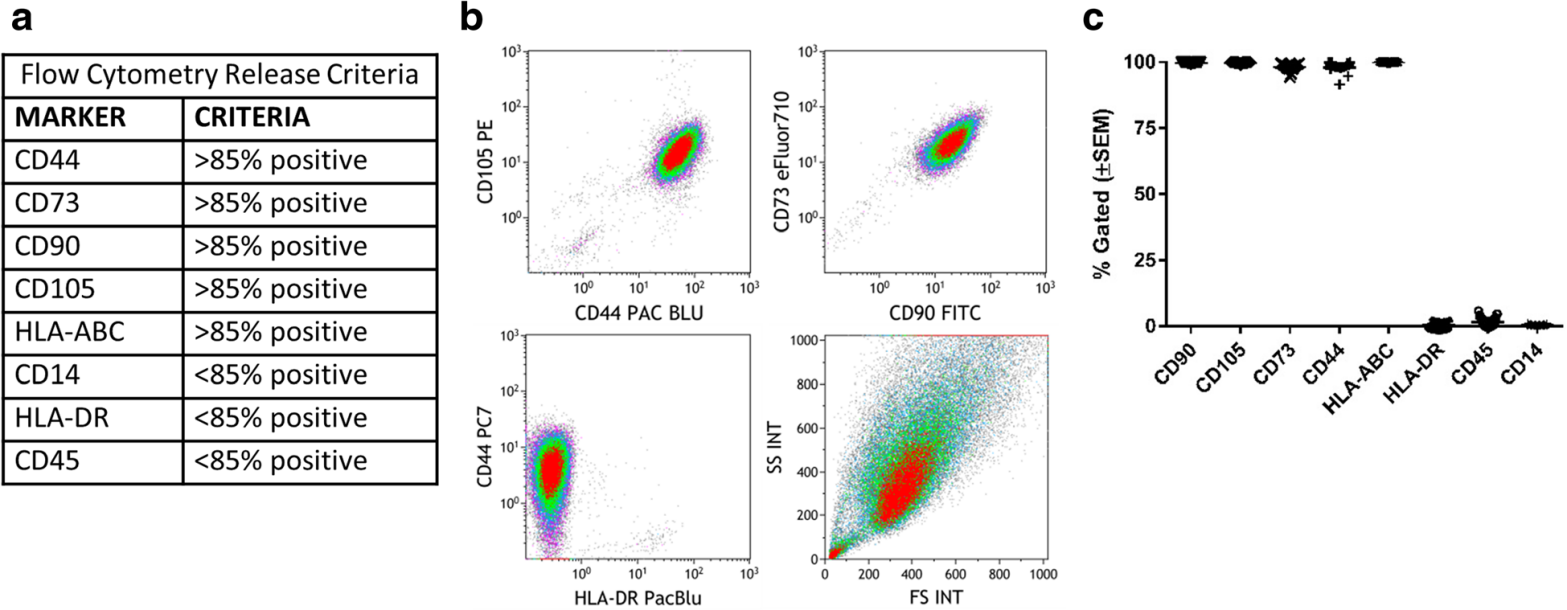
Traditional phenotyping of clinical-grade adipose-derived mesenchymal stromal cells (AMSCs) expanded in human platelet lysate. **a** Clinical-grade AMSCs grown in human platelet lysate were expanded *ex vivo* and immunophenotyped using flow cytometry according to the release criteria presented in this table. **b** Representative flow cytometry scatter plots show AMSCs are a homogeneous population of cells and exhibit surface expression of standard cell surface markers, including CD105, CD44, CD73, and CD90, and are negative for HLA-DR. **c** Analysis of the flow cytometry release criteria across clinical-grade AMSCs from 15 donors demonstrated minimal variability in the population frequency (% Gated) of the surface markers. All AMSC donor cells were >85 % positive for CD90, CD105, CD73, CD44, and HLA-ABC, and were <85 % positive for HLA-DR, CD45, and CD14

### Identification of non-classical cell surface markers of AMSCs and mesenchymal cells by high-throughput quantitative PCR screening

The current AMSC cell surface markers were developed to define cell populations with tri-lineage potential and demonstrate only positive or negative characteristics. However, the expression or absence of these markers is unable to provide insight into the biological functions of AMSCs. To identify non-classical surface markers that are unique and have potential biological importance, we developed a relative quantitative real-time PCR (qPCR) panel of 69 cell surface genes based on proteomics studies of MSCs [21] and other markers from the literature. Expression of classical markers using qPCR demonstrated a higher abundance of transcripts for positive markers compared to negative markers across four donors of AMSCs (Fig. 2a), indicating that qPCR may be a surrogate for flow cytometry for classical cell surface markers.

**Fig. 2:**
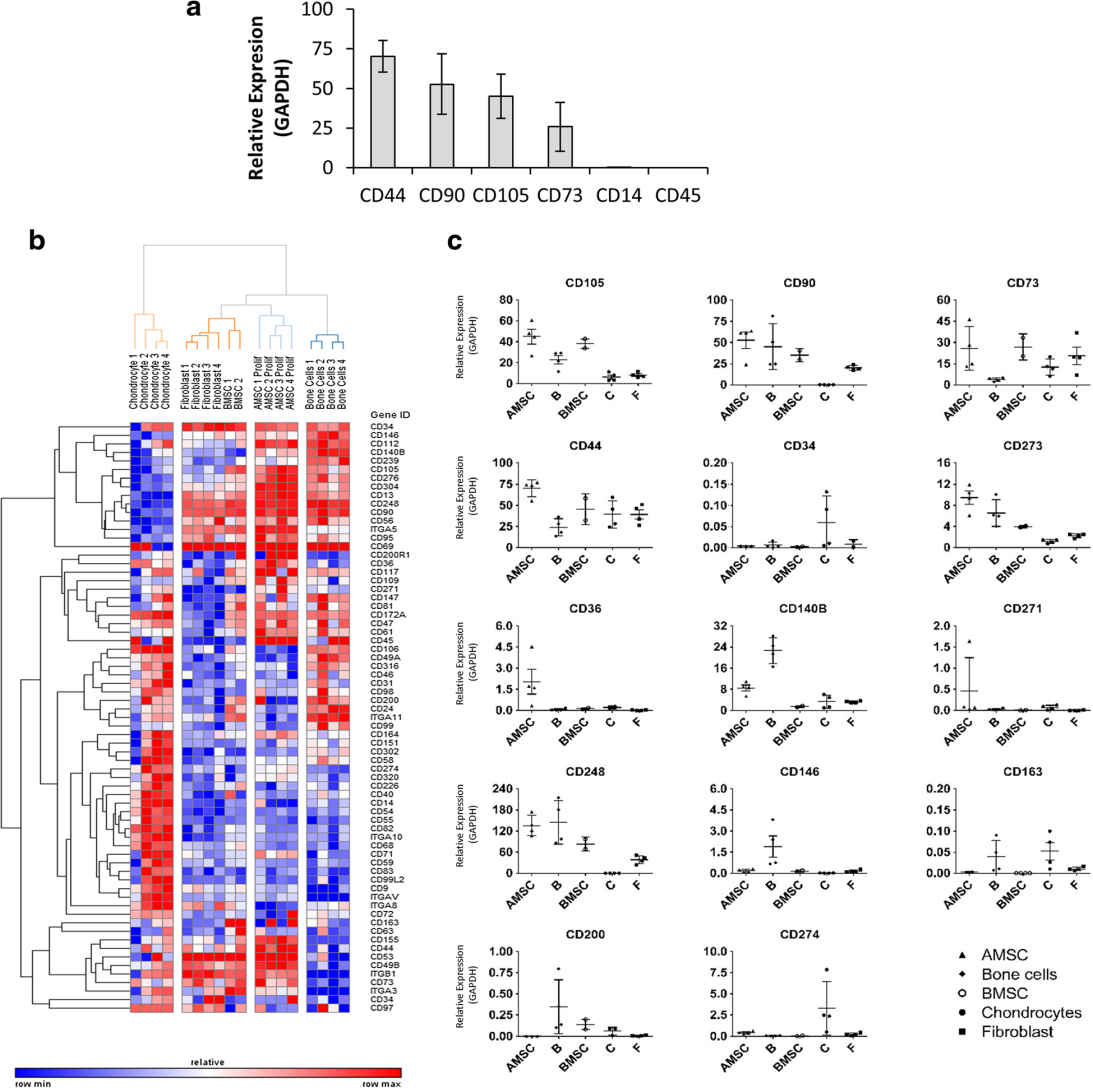
Gene expression profiling and validation of cell surface markers across multiple mesenchymal cell types. **a** Gene expression of traditional markers by adipose-derived mesenchymal stromal cells (*AMSCs*) was analyzed using quantitative PCR (qPCR). AMSCs have relatively high expression levels of CD44, CD90, CD105, and CD73, and low or no expression of CD14 and CD45. To identify AMSC specific surface markers, high-throughput qPCR screening of 69 surface markers curated from the literature was performed on various mesenchymal cell types, including AMSCs (*n* = 4), bone marrow-derived stromal cells (*BMSCs*) (*n* = 2), primary bone cells (***b***) (*n* = 4), primary chondrocytes (*C*) (*n* = 4), and primary fibroblasts (*F*) (*n* = 4). **b** Hierarchical clustering analysis of qPCR data across multiple cell types shows that AMSCs have a unique phenotype at the gene expression level. **c** Comparison of different cell types revealed that classical surface markers, including CD44, CD73, and CD90, are expressed by not only AMSCs but also other cell types. Furthermore, nine non-classical markers were selected based on differential expression between the various mesenchymal cells. These markers, together with classical markers, were used to develop a novel antibody panel to characterize AMSCs

Evaluation of the qPCR panel across four clinical-grade AMSCs donors revealed 66/69 cell surface markers were detected. Of the cell surface markers analyzed, CD248 was the most highly expressed gene and demonstrated low co-variance between donor samples (data not shown). The surface marker qPCR panel was also used to analyze surface marker expression across other mesenchymal cell types, including BMSCs, fibroblasts, bone outgrowth cells, and primary digest chondrocytes. Hierarchical clustering analysis was used to compare AMSC surface markers to other cell types and revealed distinct clusters for the different cell types. This unsupervised analysis reveals that AMSCs form a unique cluster and that these cells are most similar to fibroblasts and BMSCs (Fig. 2b). The clustering analysis demonstrates that AMSCs are a distinct cell population and may be identified using gene expression profiling techniques for a panel of cell surface markers.

To develop a novel antibody panel that can distinguish AMSCs from other mesenchymal cell types, including fibroblasts, we compared surface marker gene expression between each lineage. Amongst the genes analyzed, CD36 was highly specific to AMSCs, whereas CD140B, CD271, and CD273 were able to discriminate AMSCs from BMSCs and fibroblasts (Fig. 2c). Compared to bone cells and chondrocytes, AMSCs did not express CD163, CD146, CD200, or CD274. In addition, CD248 was the cell surface marker most abundantly expressed by AMSCs. Taken together, these nine markers were able to distinguish AMSCs from other cell types. This demonstrates that qPCR is a useful technique for identifying informative markers for developing release criteria.

### Flow cytometric validation of classical and non-classical surface markers in a cohort of clinical-grade AMSCs grown in human platelet lysate

Flow cytometry is the gold standard clinical tool for analyzing expression of cell surface markers and evaluating the cell population composition in a sample. We performed flow cytometry and characterized the expression of classical MSC markers (CD34, CD73, CD105, CD44, and CD90) (Fig. 3a). The surface localization of the nine non-classical markers identified through gene expression analysis (CD163, CD271, CD200, CD36, CD273, CD274, CD146, CD248, and CD140b) was also validated across 15 clinical-grade AMSCs grown in hPL before cryopreservation (Fig. 3b). Compared to classical markers, expression of each of the non-classical markers had greater donor-to-donor heterogeneity and abundance (as indicated by MFI) across all donors. Among the newly identified markers, CD276 demonstrated a similar expression pattern to the classical positive markers, with >95 % cells gated expressing this marker at robust levels (Fig. 3b). Conversely, CD163 was minimally expressed, in <4 % of gated cells across all the donors, indicating that this protein is not generally expressed on AMSCs grown in hPL. Of the new markers analyzed, CD271 and CD200 were distinguishable from negative controls; however, they were expressed at low levels among a small proportion of the population (Fig. 3b). These results suggest that the manufacturing procedure consistently isolated similar cell populations from various donors. Furthermore, these data demonstrates that eight out of nine non-classical markers are expressed on AMSCs and that CD163 is a novel negative marker of this population of cells.

**Fig. 3:**
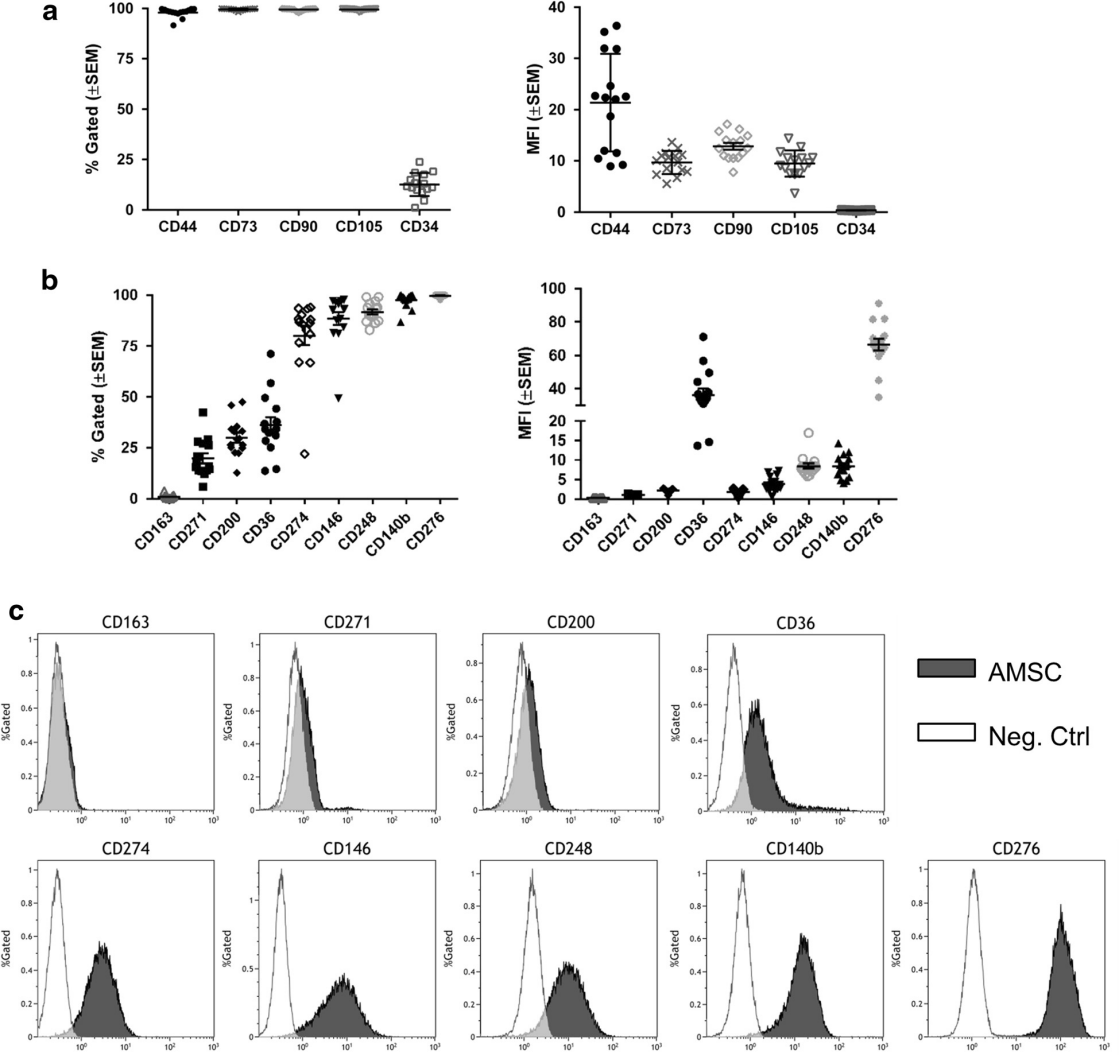
Validation of nine non-classical markers by flow cytometry among 15 clinical-grade adipose-derived mesenchymal stromal cells (*AMSCs*). Expression of five classical (**a**) and nine non-classical markers (**b**) was validated by flow cytometry across 15 additional freshly isolated and expanded AMSC donors. Surface marker expression was evaluated by the percentage of the gated cell population and mean fluorescence intensity (*MFI*). **c** Representative histograms of surface marker expression compared to unstained AMSCs (negative control). Of the non-classical markers, CD36 exhibited two cell populations which varied from patient-to-patient

Various post-transcriptional regulation mechanisms can modulate the translation of mRNA to protein, and may be a source of discrepancy in marker expression. Figure 4 provides examples of qPCR and flow cytometry data for two different AMSC donors across the non-classical markers. Markers that demonstrated similar trends between the gene expression and percentage of gated cells included CD248, CD276, CD36, CD163, CD200, CD146, and CD271. Conversely, CD140b and CD274 were not observed to show similar trends. These data suggest that, for some surface markers, mRNA expression may be a surrogate for protein expression.

**Fig. 4:**
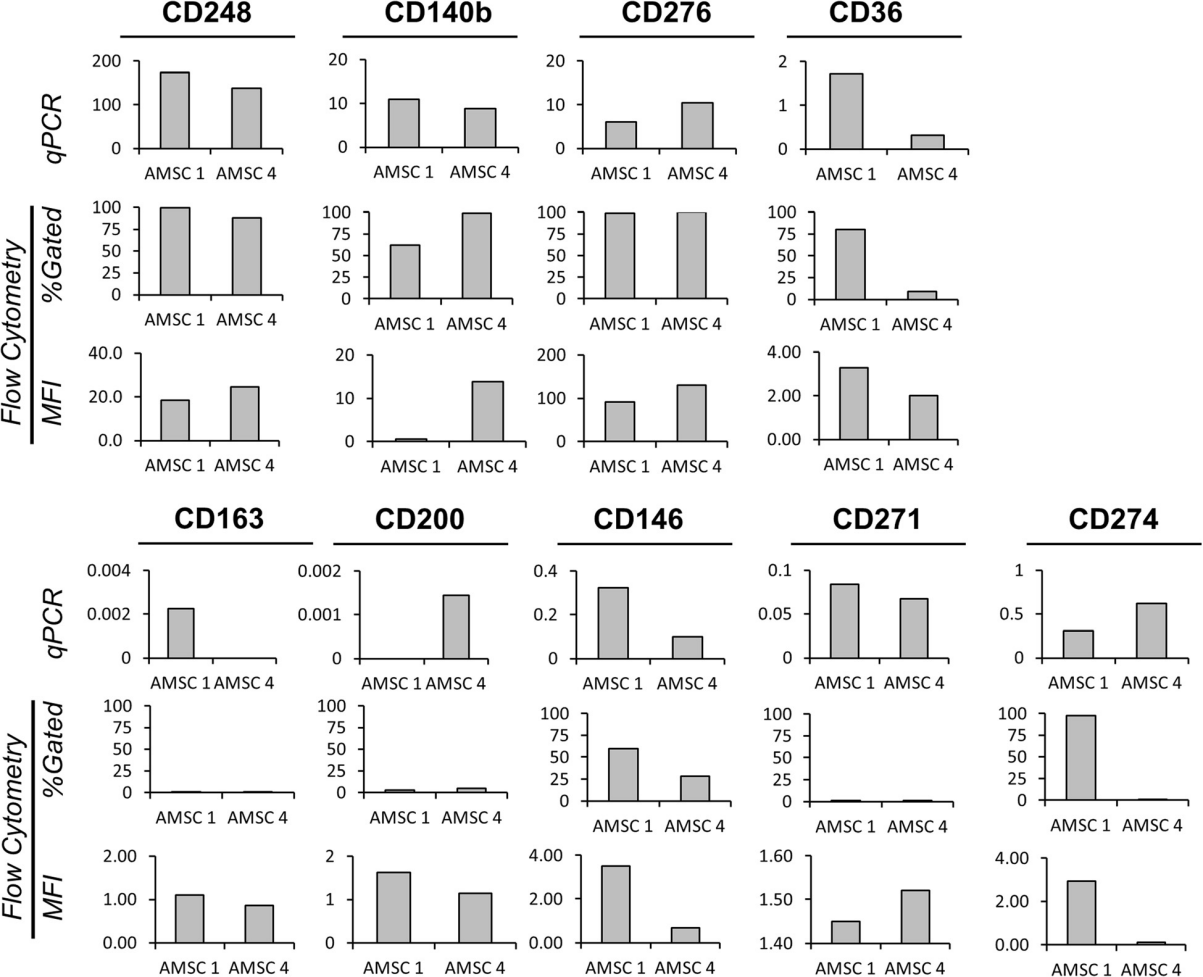
Expression of novel markers by quantitative PCR (*qPCR*) and flow cytometry. Gene expression data were compared to flow cytometry data for two donors [adipose-derived mesenchymal cell (*AMSC*) donors 1 and 4]. Highly abundant markers showed good concordance (*top panel*) between the techniques, whereas lower abundance markers showed variability (*bottom panel*). In particular, CD200 and CD274 were not correlated. *MFI* mean fluorescence intensity

### Cell surface marker expression during various manufacturing conditions

AMSCs are commonly administered for cell therapy by one of three methods: (i) fresh expansion; (ii) cryopreserved, thawed, and immediately administered; or (iii) cryopreserved and allowed to recover in culture for up to 4 days. To evaluate whether cryopreservation modulated cell surface marker expression, we performed flow cytometric analysis on samples from five donors at the aforementioned clinically relevant time points (Fig. 5). Classical markers CD44, CD90, CD105, and CD73 were expressed by >90 % of gated cells across all three time points (Fig. 5a). Among these markers, CD105 and CD44 demonstrated a statistically significant increase in gated cells following either cryopreservation or 4 days in culture. The MFI for CD44 and CD105 also showed a general trend for increased expression (Fig. 5a). CD73 fluorescence intensity was also significantly increased compared to other classical markers, indicating a potential effect of cryopreservation or adaptation to the culture environment. These data suggest that classical markers are constitutively expressed irrespective of manufacturing conditions.

**Fig. 5:**
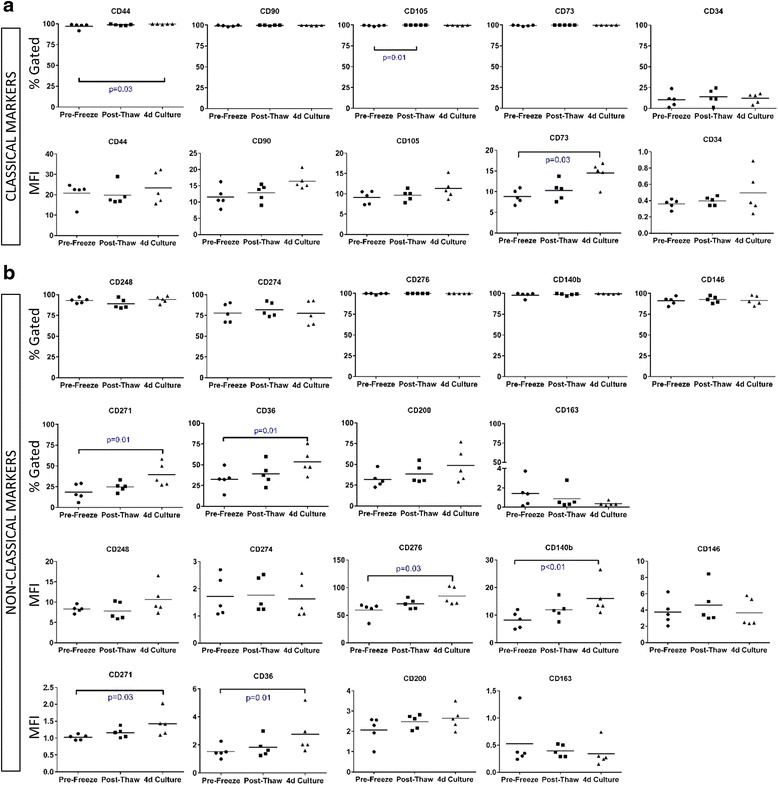
Effect of cryopreservation on surface marker expression. Flow cytometry for all 14 markers was performed on samples from 5 adipose-derived mesenchymal stromal cell (AMSC) donors before cryopreservation (pre-freeze), immediately after rescue from cryopreservation (post-thaw), and 4 days after revival from cryopreservation (4d Culture). **a** AMSCs were >90 % positive for classical surface markers across all manufacturing conditions, except CD34 which was a negative marker. **b** Non-classical surface markers exhibited variability both in population positivity (%Gated) and mean fluorescence intensity (*MFI*) as cells were processed through the various manufacturing conditions. One-way ANOVA and post-hoc testing were performed to identify variables that were statistically significant at *p* < 0.05

We also evaluated the expression of non-classical markers across the three manufacturing time points (Fig. 5b). CD276 and CD140b were observed to exhibit a similar expression pattern to classical markers, as >90 % of gated cells were positive for these markers and were unchanged over the different conditions. Furthermore, the MFIs for these markers were significantly upregulated by day four after recovery from cryopreservation (Fig. 5b), which was also observed for the classical marker CD73. However, the non-classical markers generally demonstrated greater donor-to-donor variability compared to classical markers (Fig. 5b). In particular, CD271 and CD36 were the only markers analyzed that demonstrated a >20 % increase in the percentage of positive cells by day four after thawing, whereas CD44 and CD105 only increased by 2.43 % and 0.34 % respectively. The increased percentage of positive cells for CD271 and CD36 was also corroborated by a significant increase in MFI (Fig. 5b). Further studies are required to determine the biological importance of the increased abundance of CD271- and CD36-positive cells, but it may indicate positive selection of more robust cells or that recovery from cryopreservation is necessary for expression of growth factor receptors (CD271/NGFR) and fatty acid transporters (CD36). Collectively, these results suggest that cryopreservation does not modulate the expression of classical and non-classical cell surface markers. However, recovery in culture may allow optimal surface level expression of these proteins.

### High-resolution surface marker gene expression analysis of clinical-grade AMSCs grown in human platelet lysate

During the manufacturing process AMSCs are expanded *ex vivo* to produce the large number of cells required for therapeutic applications. Throughout the process it is important to monitor the growth of the AMSCs and particularly the confluence of the cultures (surface area covered by cells), as these cells experience contact inhibition. To evaluate whether cell surface marker gene expression was modulated by the confluent state of the culture, RNA from proliferating (70–80 % confluent) and confluent (100 % confluent) cultures was analyzed. Gene expression analysis using the high-throughput qPCR panel developed above revealed 29 genes that were up-regulated greater than 2-fold in confluent cells and nine genes that were 2-fold up-regulated in proliferating cells. Classical surface markers CD44, CD105, and CD73 were not modulated by confluency; however, both CD90 and CD34 were >2-fold up-regulated in confluent cultures. Together, these results indicate that cell surface markers are directly modulated by the tissue culture conditions.

Recently, high-resolution gene expression analysis using RNA-seq technology was used to characterize AMSCs inherent proliferative and differentiation potential [13]. Following our observations from qPCR profiling of cell surface genes, we utilized both previously published [13] and new RNA-seq data to evaluate the expression of 707 genes encoding CD markers and related cell surface proteins as curated based on gene ontology terms for four AMSC donors. It should be noted that the RNA-seq data represented proliferating and confluent samples as indicated by the expression of cell cycle genes (Additional file 2: Figure S1). 

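Adipose-derived mesenchymal stromal cells (AMSCs) are adherent cells grown from the stromal vascular fraction of fat tissue, and RNA-seq reads the RNA of a whole culture gene by gene. The data comprised 8 libraries, with 1 proliferating and 1 confluent culture from each of 4 donors, named AMSC 1, 3, 4 and 19 as in Fig. 6c (n = 4 per state). The sample labels give 70% confluence for the proliferating cultures, the lower end of the range the paper states. They also give day 3 for every proliferating and day 4 for every confluent culture, so state and day cannot be told apart. The authors aligned the reads with TopHat, counted them per gene with HTSeq and deposited the count and the RPKM (reads scaled by gene length and library size) of every gene in every library. After 44 repeated entries were removed, the table held 23354 genes, of which 19679 had at least 1 count in at least 1 library. All counts were even numbers, and the paper's text does not name the unit that was counted. The libraries of proliferating cultures held between 50601888 and 63497176 counts (median 57474363), and those of confluent cultures between 54267872 and 74020636 counts (median 65652715). Counts were scaled with the TMM method and compared between states with edgeR's quasi-likelihood test, with state as the only factor, over the 14901 genes that passed edgeR's filter on low counts. P-values were adjusted by the Benjamini-Hochberg method. Log2 fold changes are given as confluent over proliferating, while expression levels are the RPKM values of the authors, as the mean ± SD over donors. The choice of scaling affects both measures. Collagen genes, FN1, SPARC, POSTN, THBS1 and FBN1 (48 genes, chosen after their values were seen) took 13.4 ± 2.70% (SD, n = 4) of the counts in proliferating cultures and 30.7 ± 2.33% (SD, n = 4) in confluent cultures. The median log2 fold change of all tested genes was 0.07 with TMM, −0.28 when counts were divided by library totals only, and −0.37 with the totals behind the RPKM values. The surface gene list of the paper was not used here. In its place stood 388 genes fixed beforehand, of which 384 carry a CD number and 4 come only from the qPCR panel of 69 genes.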

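Cell cycle state was read from 43 S phase genes and 54 G2/M phase genes, listed before any value was seen. The median RPKM of the S phase genes was 15.2 ± 2.19 (SD, n = 4) in proliferating cultures and 1.61 ± 0.377 (SD, n = 4) in confluent cultures. For the G2/M phase genes the medians were 24.7 ± 3.75 (SD, n = 4) and 0.931 ± 0.769 (SD, n = 4). Each proliferating library lay above each confluent library for both sets (two-sided exact permutation test without regard to the donor pairs, p = 0.0286 for each). The confluent culture of AMSC 3 kept the highest G2/M median, 2.08 RPKM against 0.478 to 0.652 in the other 3 confluent cultures. All 43 S phase genes and all 54 G2/M phase genes were lower in confluent cultures with an adjusted p-value under 0.05, with median log2 fold changes of −3.19 and −4.29. Camera, limma's test of gene sets with a preset correlation of 0.01 between genes, gave adjusted p-values of 6.87e-23 and 9.82e-23 over the 7 sets tested. Camera compares a set with the other genes, whereas the rotation test fry asks only whether the set itself shifted. Both sets passed under fry (adjusted p = 5.93e-06 and 3.17e-05). Neither passed in camera when the correlation was estimated from the 8 libraries (adjusted p = 0.23 for both). Without the confluent culture of AMSC 3, the alternative that moved the G2/M median most, it was −4.97. MKI67, on chromosome 10 from 129894925 to 129924468 in the coordinates of the deposited table, fell from 23.9 ± 2.97 RPKM (SD, n = 4) to 0.322 ± 0.503 RPKM (SD, n = 4). Its log2 fold change was −5.87 (standard error 1.14, adjusted p = 0.00245 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It ran from −7.86 to −5.47 when a library or a donor was left out. The confluent culture of AMSC 3 had 1.07 RPKM of MKI67, against 0.0167 to 0.154 in the others. TOP2A, CCNB1, CDK1 and PCNA had log2 fold changes of −4.35, −4.78, −4.01 and −2.10, and all 4 donors showed the same direction for each. With a library or a donor left out, TOP2A ran from −5.48 to −4.08, CCNB1 from −5.49 to −4.545 and CDK1 from −4.92 to −3.77. The cyclin-dependent kinase inhibitor CDKN1A rose in 4 of 4 donors, with a log2 fold change of 1.26 (standard error 0.30, adjusted p = 0.0072 from the same edgeR test).

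**Figure D1:**
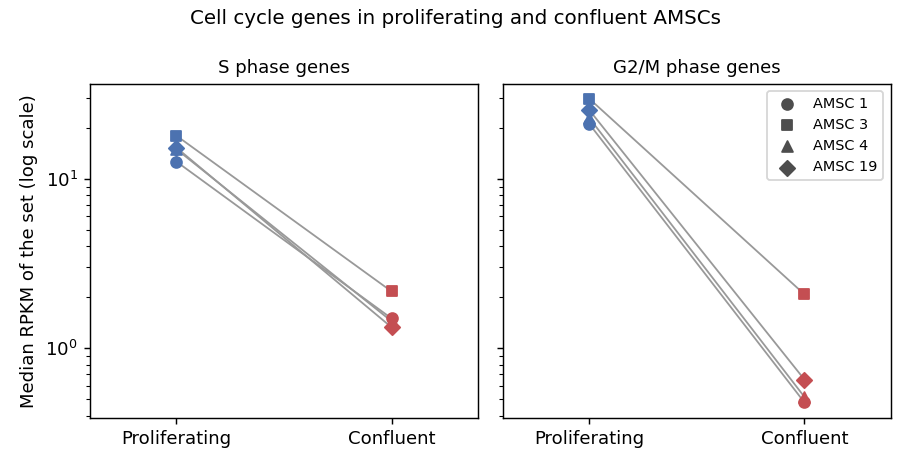
Median RPKM (log scale) of the S phase genes and of the G2/M phase genes in proliferating and confluent cultures, with 1 symbol per library and a line joining the cultures of each donor. The S phase medians lie between 12.6 and 18.0 in proliferating cultures and between 1.33 and 2.16 in confluent cultures, and AMSC 3 keeps the highest G2/M value at confluence, 2.08.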

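Of the 388 surface genes analysed, 319 (82.2%) had at least 1 count in at least 1 of the 8 libraries. Counts were present in every library for 221 of them, and 265 reached 10 counts in at least 1 library. A mean above 0.1 RPKM over the 8 libraries was reached by 197 genes, the alternative that lowered the number most, so 122 detected genes lay at or below that level. The other 69 genes had a count of 0 in all libraries, which allows up to 3 counts per library, or 0.0405 to 0.0593 CPM (counts scaled to library size) depending on the library. These limits cover counting error only and take each count as 1 event. All counts were even, and if each event was counted more than once the limits would be higher. All 69 genes of the qPCR panel were detected by RNA-seq, 62 of them with a mean above 0.1 RPKM.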

Genes that were not expressed (0 RPKM) across all samples were filtered out, which revealed that AMSCs express 551/707 surface protein-encoding genes. Furthermore, RNA-seq data also supported our initial qPCR findings, in which surface markers expressed by AMSCs showed distinct clustering patterns of proliferating and confluent samples (Fig. 6b, d, c).

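Hierarchical clustering of the 8 libraries on log2(RPKM + 1) of the 319 detected surface genes, with 1 − Pearson r as the distance and average linkage, placed 8 of 8 libraries with their own state. Correlations across these genes were 0.970 to 0.996 between libraries of the same state and 0.895 to 0.940 between libraries of different states. Genes are not independent replicates, so these values describe the libraries. Cultures of the same donor in different states stayed between 0.920 and 0.938, within the range between states. The mean silhouette width by state was 0.814. None of the other splits of the libraries into 4 and 4 gave a value as large (exact permutation over 35 splits without regard to the donor pairs, p = 0.0286). Only 8 of these splits part all 4 donor pairs, so with the pairs kept the smallest possible share is 0.125. The silhouette was lowest with Spearman correlation as the distance, at 0.457, with the same exact p. Without both cultures of AMSC 3 it was 0.917. Within each state AMSC 1 and AMSC 4 joined first, AMSC 19 next and AMSC 3 last. When only the qPCR panel was clustered, 8 of 8 libraries again fell with their state, with a silhouette of 0.760.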

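BMPR1A (CD292), on chromosome 10 from 88516396 to 88684945, had 9.98 ± 0.697 RPKM (SD, n = 4) in proliferating cultures and 9.09 ± 0.985 RPKM (SD, n = 4) in confluent cultures (two-sided exact permutation test without regard to the donor pairs, p = 0.2), with the confluent RPKM lower in 4 of 4 donors. On the TMM scale it was higher in 4 of 4 donors, with a log2 fold change of 0.31 (standard error 0.08, adjusted p = 0.0122 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The direction depended on the scaling, since the value was −0.05 with library totals only and −0.14 with the totals behind the RPKM values. HMMR (CD168), on chromosome 5 from 162887517 to 162918953, had 18.3 ± 7.34 RPKM (SD, n = 4) in proliferating cultures and 0.43 ± 0.688 RPKM (SD, n = 4) in confluent cultures. Its log2 fold change was −5.04 (standard error 0.98, adjusted p = 0.00249 from the same edgeR test). AMSC 3 held the highest value in both states, 29.1 and 1.46 RPKM, while the other confluent cultures lay between 0.0569 and 0.106 RPKM. Without the confluent culture of AMSC 3 the log2 fold change was −7.22. VCAM1 (CD106), on chromosome 1 from 101185196 to 101204601, rose from 0.0924 ± 0.0288 RPKM (SD, n = 4) to 4.13 ± 2.24 RPKM (SD, n = 4), with a log2 fold change of 5.87 (standard error 0.42, adjusted p = 1.39e-05 from the same edgeR test). Its counts were between 14 and 32 in proliferating cultures and between 460 and 2016 in confluent cultures, so it was detected in both states. For HMMR and VCAM1 the states did not overlap (two-sided exact permutation test without regard to the donor pairs, p = 0.0286 for each).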

**Fig. 6:**
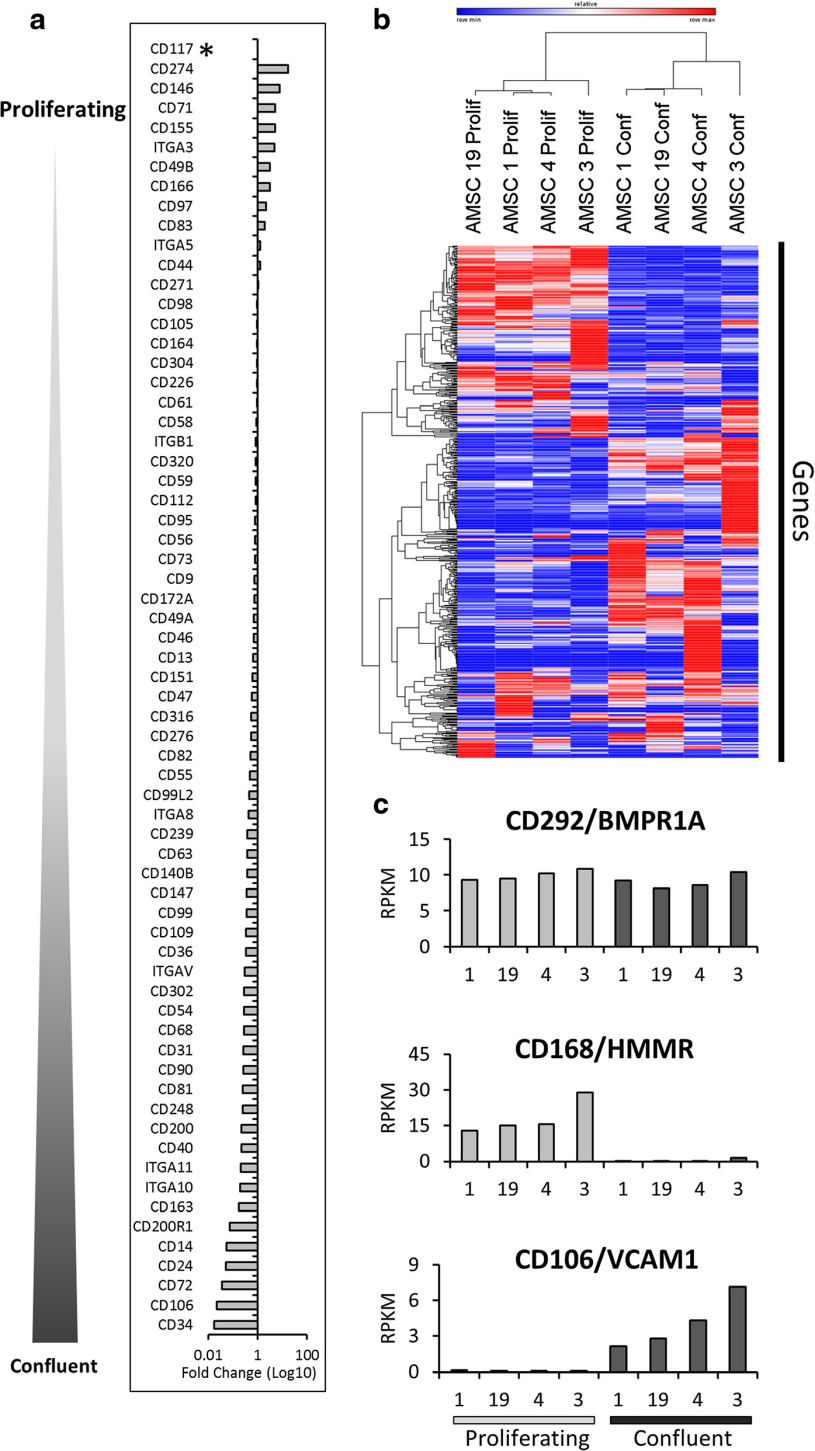
High-resolution RNA-sequencing (RNA-seq) analysis of surface marker gene expression by proliferating and confluent adipose-derived mesenchymal stromal cells (*AMSCs*). **a** Gene expression profiling using quantitative PCR for 69 cell surface protein-encoding genes reveals some surface markers are differentially expressed between proliferating (~70–80 % confluent) and confluent (100 % confluent) AMSCs. Values indicate fold-change (Log10 transformed) of confluent over proliferating, and are averages of samples from four different AMSC donors. Fold-change analysis shows markers that are differentially expressed between proliferating and confluent cultures. To further evaluate differential surface marker expression, RNA-seq was performed on proliferating and confluent AMSCs from four different donors. **b** Expression values for 551 cell surface genes expressed at a magnitude >0 reads per kilobase per million (*RPKM*) by all AMSC donors were extracted from the RNA-seq data set and subjected to hierarchical clustering analysis, which revealed distinct expression patterns for proliferating and confluent cells. **c** Representative graphs of genes derived from RNA-seq analysis shows CD292/BMPR1A was constitutively expressed, CD168/HMMR was only expressed by proliferating cells, and CD106/VCAM1 was only expressed in confluent cells

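Table 2 sets a fold over 1.4 and a p-value under 0.05 for each state, and a p-value over 0.05 for the constitutive list. These thresholds were applied with unadjusted p-values, since the paper does not state whether its own were adjusted. Of the 194 surface genes that were tested and had a mean above 0.1 RPKM, 38 were higher in proliferating cultures, 78 were higher in confluent cultures and 70 were constitutive. The other 8 genes had a p-value under 0.05 and a smaller fold. Of the 38 genes higher in proliferating cultures, 38 moved the same way in all 4 donors, and of the 78 higher in confluent cultures, 74 did. The split between the states moved with the scaling. With library totals only, the counts were 52 proliferating, 62 confluent and 75 constitutive, and with the totals behind the RPKM values they were 56, 52 and 79. Table 2 has more proliferating than confluent genes, the order seen here with these last totals, though on another list of surface genes.

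**Figure D2:**
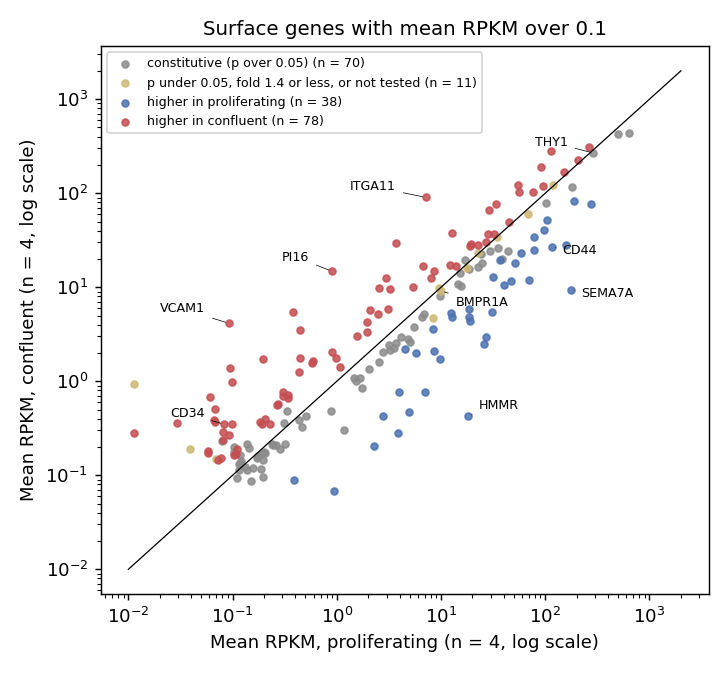
Mean RPKM of the surface genes with a mean above 0.1 RPKM in proliferating (horizontal axis) and confluent (vertical axis) cultures, both on log scales, with 4 libraries per state and 1 point per gene. Colours mark the 38 genes higher in proliferating cultures, the 78 higher in confluent cultures, the 70 constitutive genes and the 11 others, called on the TMM scale, and the line marks equal RPKM. Error bars are not drawn. VCAM1, PI16 and ITGA11 lie above the line and HMMR, SEMA7A and CD44 below it.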

To further characterize the AMSC surface transcriptome, we filtered the 551 expressed surface protein-encoding genes for expression >0.1 RPKM, and developed gene lists for the constitutive, proliferating, or confluent state. The gene lists were subjected to functional annotation analysis using the public database DAVID 6.7 [30, 31] (Table 2). 

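The annotation analysis of the paper was not repeated here. Families that Table 2 lists as categories were taken instead by gene symbol from all tested genes, which gave 21 integrins, 26 tetraspanins, 17 semaphorins, 29 ABC transporters and 20 metalloproteases. Each family was tested with camera for a shift relative to the other genes. P-values were adjusted over the same 7 sets as the cell cycle genes. Tetraspanins, a category of all 3 gene lists, had a median log2 fold change of 0.56 (adjusted p = 0.229 from camera with Benjamini-Hochberg adjustment), with 9 genes higher and 4 lower in confluent cultures at an adjusted p-value under 0.05 from edgeR. With library totals only, 7 were higher and 7 lower. The median was 0.21 with library totals only and 0.11 with the totals behind the RPKM values. Against the median of all genes it stood at 0.49 in both, as with TMM. It was 0.38 with donor as a block and 0.22 with at least 10 counts in every library. Leaving out a library or a donor gave 0.29 (without the confluent culture of AMSC 3) to 0.64 (without both cultures of AMSC 19). The rotation test fry gave an adjusted p of 1.47e-04 for this family. Fry makes no comparison with other genes, and 53.8% of all tested genes were called, so this value does not single out the family. CD37 rose from 0.0609 ± 0.0141 to 0.686 ± 0.213 RPKM (SD, n = 4 per state), and CD9 fell from 27.1 ± 9.79 to 2.96 ± 1.55 RPKM (SD, n = 4 per state). Their log2 fold changes were 3.92 (standard error 0.37, adjusted p = 5.3e-05) and −2.79 (standard error 0.41, adjusted p = 0.000518) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. TSPAN13 fell in 4 of 4 donors (−2.11), but its change lost significance in 10 of 20 alternatives. It was −2.91 with donor as a block and ran from −3.74 to −1.75 over the alternatives. Its confluent value was 5.46 RPKM in AMSC 3 against 0.439 to 0.634 RPKM in the others. The increase of TSPAN11 (5.27) came with 2.47 RPKM in the confluent culture of AMSC 3 against 0.0483 to 0.195 RPKM in the others.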

Due to the selection of only cell surface protein-encoding genes as the input, “Membrane,” “Signal,” and “Plasma membrane” were commonly ranked among the highly enriched categories. However, the categories enriched in the constitutive group provide insight into the functions of AMSCs, including “Signal Transduction,” “Angiogenesis,” and “Immune response.” In the proliferating group of genes, categories including “Integrin,” “ECM-receptor interaction,” and “Biosynthetic process” suggest these cells up-regulate proteins involved in movement and replication. Conversely, the group of genes characteristic of the confluent state indicate processes involved in paracrine signaling, including “Vesicle-mediated transport” and “Regulation of transcription.” Together, these data suggest that AMSCs express different levels of mRNAs for CD markers in proliferative and confluent states.

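Integrins are a category of all 3 gene lists in Table 2. The 21 integrin genes tested did not move as a group, with a median log2 fold change of −0.08 and an adjusted p of 0.944 from camera with Benjamini-Hochberg adjustment. Calls went both ways, with 6 integrin genes lower and 8 higher in confluent cultures at an adjusted p-value under 0.05 from edgeR. With the totals behind the RPKM values 9 were lower and 4 higher. The sign of the median also changed with the libraries used, reaching 0.65 without the proliferating culture of AMSC 1. Among those higher in proliferating cultures, ITGA2 (CD49b) had 7.01 ± 1.92 RPKM (SD, n = 4) in that state and 0.775 ± 0.334 RPKM (SD, n = 4) in confluent cultures. Its log2 fold change was −2.75 (standard error 0.29, adjusted p = 9.64e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ITGA3 (CD49c) had a log2 fold change of −2.02 (standard error 0.47, adjusted p = 0.00644 from the same edgeR test). ITGA6 (CD49f), at −2.25, lost significance in 7 of 20 alternatives. ITGA11 moved the other way in 4 of 4 donors, from 7.18 ± 3.15 to 90.2 ± 44.0 RPKM (SD, n = 4 per state), with a log2 fold change of 4.12 (standard error 0.53, adjusted p = 0.000271 from the same edgeR test). ITGA1 rose in 3 of 4 donors, with a log2 fold change of 1.53. Metalloproteases, a category of the proliferating list, had a median log2 fold change of 0.35 (adjusted p = 0.329 from camera with Benjamini-Hochberg adjustment) with TMM and −0.09 with the totals behind the RPKM values. After a fit on GC content and gene length was removed, the median over the 19 with a value was 0.025. Of the 20 tested, 3 were lower and 6 higher in confluent cultures at an adjusted p-value under 0.05 from edgeR, while 5 were lower and 1 higher with library totals only, and also with the totals behind the RPKM values. ADAM19 fell by 0.92 and ADAM12 rose by 1.59 on the log2 scale (adjusted p = 0.000252 and 0.000939 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), each in 4 of 4 donors. The confluent value of ADAM12 was 185.2 RPKM in AMSC 3 and 69.8 to 85.5 RPKM in the other donors.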

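Among categories of the confluent list, the 29 ABC transporter genes had a median log2 fold change of 0.64, with 12 genes higher and 3 lower in confluent cultures at an adjusted p-value under 0.05 from edgeR. The median was 0.28 after a fit on GC content and gene length was removed. As a set they gave an adjusted p of 0.0868 from camera with Benjamini-Hochberg adjustment, and of 0.0461 with donor as a block. The largest increases were those of ABCA9, ABCA6 and ABCA8, neighbouring genes on chromosome 17, with log2 fold changes of 4.49, 4.26 and 4.15 (standard errors 0.57, 0.62 and 0.95). ABCA9 rose from 0.575 ± 0.315 to 9.37 ± 4.41 RPKM (SD, n = 4 per state). Reads of such similar genes could be split between them by the counting. ABCB8, ABCB10 and ABCB9 fell by 0.90, 0.82 and 0.76 on the log2 scale. Semaphorins appear in all 3 gene lists of Table 2, in the proliferating list together with integrins. The 17 semaphorin genes had a median log2 fold change of 1.04 (adjusted p = 0.0987 from camera with Benjamini-Hochberg adjustment), with 9 genes higher and 3 lower in confluent cultures. With library totals only, the medians of the semaphorins and the ABC transporters were 0.69 and 0.29. SEMA6B rose from 0.159 ± 0.0401 to 1.98 ± 0.704 RPKM (SD, n = 4 per state), a log2 fold change of 4.07 (standard error 0.32, adjusted p = 2.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SEMA3D and SEMA3B also rose in 4 of 4 donors, by 4.56 and 3.35 on the log2 scale, with their highest confluent values in AMSC 3. In the opposite direction, SEMA7A (CD108) fell from 175 ± 13.8 to 9.36 ± 1.14 RPKM (SD, n = 4 per state), with a log2 fold change of −3.78 (standard error 0.12, adjusted p = 1.42e-06 from the same edgeR test). Under fry, which makes no comparison with other genes, the adjusted p was 0.0071 for the ABC transporters and 0.0186 for the semaphorins.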

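Over all 14901 genes tested, 8018 (53.8%) had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4081 higher in confluent and 3937 higher in proliferating cultures. Of these, 7807 moved the same way in all 4 donors. With library totals only the split was 2412 higher in confluent against 5873 higher in proliferating cultures, and with the totals behind the RPKM values it was 2100 against 6371. Without both cultures of AMSC 4, the alternative that moved the total most, 5719 genes were called. Of the 221 surface genes tested, 128 (57.9%) had an adjusted p-value under 0.05, 88 higher in confluent and 40 higher in proliferating cultures, and 128 also passed when p-values were adjusted over the list alone. Random lists of the same size and like abundance had a median of 50.2% called, and the surface list stood at percentile 98.9 of 10000 such lists. This percentile was 51.98 with library totals only and 44.1 with the totals behind the RPKM values. Largest changes were read among surface genes with an adjusted p-value under 0.05, the same direction in all 4 donors and an average log2 CPM over 1. Within these limits, the largest decreases at confluence after HMMR and SEMA7A were those of CDCP1, IL13RA2 and ENPP1, with log2 fold changes of −3.32, −2.99 and −2.98. Within the same limits, the largest increases after VCAM1 were those of PI16, TNFSF10, BST2 and ITGA11, the first 3 with log2 fold changes of 4.43, 4.29 and 4.24. Among the markers of the paper, CD44 fell from 115 ± 15.0 to 26.8 ± 9.36 RPKM (SD, n = 4 per state), with a log2 fold change of −1.68 (standard error 0.19, adjusted p = 0.000129 from the same edgeR test). ENG (CD105) and NT5E (CD73) had log2 fold changes of −0.84 and −0.74 (adjusted p = 0.0035 and 0.00316 from the same edgeR test). THY1 (CD90) did not differ beyond the spread between donors, at 0.34 (standard error 0.21, adjusted p = 0.199 from the same edgeR test) with TMM and −0.09 with the totals behind the RPKM values. CD34 was low in both states, at 0.0832 ± 0.0485 and 0.349 ± 0.173 RPKM (SD, n = 4 per state), and rose by 2.49 on the log2 scale. NGFR (CD271) had 1798 counts in the proliferating culture of AMSC 3 and at most 26 in the other proliferating cultures. Its log2 fold change was −0.21 (standard error 1.61) over all libraries and 4.86 without that culture. The paper reasons from its qPCR panel, the RNA-seq clustering of the states, graphs of single genes and the gene lists of each state. It proposes that AMSCs express CD marker mRNAs at different levels when proliferating and when confluent.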

**Table 2:** Top 25 categories from a DAVID 6.7 analysis of cell surface proteins expressed on adipose-derived mesenchymal stromal cells

	Constitutive	Proliferating	Confluent
	(*n* = 142, *p* > 0.05)	(*n* = 104, up >1.4-fold, *p* < 0.05)	(*n* = 79, up >1.4-fold, *p* < 0.05)
Rank	Category (enrichment score)	Category (enrichment score)	Category (enrichment score)
1	Membrane (48.26)	Signal (28.07)	Membrane (24.12)
2	Signal (47.47)	Membrane (27.82)	Signal (18.65)
3	Plasma membrane (28.33)	Cell adhesion (14.15)	Plasma membrane (11.82)
4	Cell adhesion (9.99)	Plasma membrane (12.38)	Tetraspanin (3.97)
5	Signal transduction (8.17)	Immunoglobulin-like (6.25)	Protease/peptidase (3.95)
6	Tetraspanin (7.20)	Tetraspanin (5.88)	ABC transporter (3.93)
7	Lipoprotein (5.52)	Integrin (5.75)	Growth factor binding (3.82)
8	Angiogenesis (5.11)	Response to wounding (4.85)	Cell adhesion (3.39)
9	B cell activation/Fas pathway (5.08)	Immunoglobulin-like V set (4.57)	Secreted (3.30)
10	Cell migration (4.86)	Metalloprotease (4.47)	Semaphorin (2.95)
11	Apoptosis (4.68)	Cell–cell adhesion (4.37)	Immunoglobulin-like (2.95)
12	Semaphorin (4.63)	Transferase (3.71)	Immune cell activation (2.55)
13	Immune response (4.38)	Semaphorin/integrin (3.56)	Vesicle-mediated transport (2.40)
14	Calcium-mediated signaling (4.20)	Transport (3.40)	Cytokine–cytokine receptor interaction (2.33)
15	Cytokine binding (4.12)	Extracellular matrix-receptor interaction (3.37)	Cell migration (2.29)
16	Activation immune response (4.00)	Cell motion (3.36)	Integrin (2.24)
17	Cell motion (3.68)	Differentiation (3.04)	Glycoprotein metabolic process (2.07)
18	Protein kinase cascade (3.64)	Epidermal growth factor (2.88)	Cell proliferation (1.96)
19	Integrin (3.31)	Low-density lipoprotein (2.32)	Membrane fraction (1.93)
20	Tyrosine protein kinase (3.04)	Biosynthetic process (2.20)	Immunoglobulin V-set (1.84)
21	Immune cell activation (3.02)	Secreted (2.13)	Regulation of transcription (1.56)
22	Signal-anchor (3.01)	Immune response (2.11)	Response to wounding (1.48)
23	Low density lipoprotein receptor (2.91)	Membrane fraction (2.04)	Regulation of immune activation (1.38)
24	Stress-activated protein kinase (2.90)	Magnesium ion binding (1.92)	Protein kinase cascade (1.18)
25	Wnt receptor pathway (2.88)	Cytokine binding (1.75)	Carbohydrate binding (1.07)

## Discussion

Numerous clinical trials are currently being performed using AMSCs as a cellular therapy for various diseases worldwide [32, 33]. Standardization of the production procedures and accurate characterization of the MSC product to ensure patient safety has been a significant concern for regulatory agencies governing the approval of biological license applications [2]. Our study identified and validated the expression of 14 classical and non-classical surface markers on clinical-grade AMSCs expanded in hPL adherent to good manufacturing practices (GMP-hPL). Furthermore, we evaluated surface marker expression during processes for preparing cells for clinical administration and demonstrated variability of these markers with doublings/day and cryopreservation.

Traditionally AMSCs have been expanded with FBS as part of the culture media to provide growth factors and other proteins to support proliferation. However, potential zoonotic pathogens and immunogenic reactions from FBS are concerning for the clinical administration of MSCs, which led to the development of nonzoonotic substitutes including hPL [12, 34]. As part of the production of clinical-grade AMSCs used in these studies, we expanded our MSC product in GMP-hPL, which has previously been shown to support proliferation and genomic stability [12]. Furthermore, hPL contains proteins important for healing, including FGF/EGF, TGF-β/BMP, and VEGF/PDGF, which may facilitate AMSC growth and stability [35]. However, due to the differences in composition of FBS and hPL, including cytokines and growth factors, there exists the potential for the selection of different adherent cell populations.

An AMSC cell population is characterized as one that adheres to plastic, expresses characteristic surface markers, and has tri-lineage potential [11]. Establishing these criteria was an important step forward for standardization of stem cell science and industry. This study validated that clinical-grade AMSCs from 15 different donors met these established criteria and also expressed a unique set of non-classical surface markers. The AMSCs utilized in this investigation were cultured in GMP-hPL, adhered to plastic, and uniformly expressed the classical surface markers CD44, CD73, CD90, and CD105 and did not express CD34. Although these markers uniformly define AMSCs, ours and other studies have observed that these markers are unable to distinguish donor differences, including variability in proliferation or trophic activity [36]. Therefore, there is an increased need to identify additional markers that not only define AMSCs but also have the potential to capture biological and manufacturing variability, as well as clinical performance.

Beyond serving as markers for cell characterization, surface proteins carry out important biological functions and are critical for cell-to-cell contact, extracellular matrix interactions, signal transduction, and transportation of molecules across the plasma membrane. Our study examined the expression of all plasma membrane protein-encoding genes (including CD markers, receptors, integrins, and transporters) by RNA-seq and identified 551/707 genes that were expressed on AMSCs. Previous studies of AMSCs and BMSCs evaluated the expression of 200–242 surface markers using mass spectroscopy or BD Lyoplate technology with flow cytometry techniques [21–24]. Together, our and others’ studies have identified and characterized a finite number of surface proteins present on the AMSC cell surface under standard conditions. A comparison of surface marker expression by qPCR expression and flow cytometry showed partial concordance, with seven out of nine markers showing similar trends (Fig. 4). Our results show that gene expression and flow cytometry techniques can be used to identify novel cell surface markers in AMSC populations. However, confirmation of cell surface proteins by flow cytometry is still necessary to confirm cell surface marker expression, as it is the primary technique used in the clinical setting.

Our data also reveal differential expression of mRNAs for CD markers in proliferative and post-proliferative AMSCs. Previous studies have also characterized the gene expression effects of confluence and doubling times on AMSCs and BMSCs [13, 37]. These studies and ours suggest that culture conditions, including proliferation state and population doublings, may affect the differentiation potential of AMSCs. In particular, mRNA expression of some surface markers is restricted to either the proliferating or confluent state (Fig. 6c). However, further studies are required to determine whether manufacturing conditions (e.g., length of culture and growth rate), as well as biological factors (e.g., donor age and disease status) would impact therapeutic potential. Our studies indicate that at least some variation in cell surface expression may emerge during AMSC production depending on the growth rate of the cell population.

Currently there is no standardization of release criteria for MSC products, and studies that define their criteria usually include the markers described by the ISCT and IFATS [2, 38]. Through the use of gene expression profiling techniques and flow cytometry, our study identified and validated nine non-classical markers that may help further characterize hPL-expanded AMSCs and improve current release criteria. In our study we validated the expression of CD163, CD271, CD200, CD36, CD274, CD146, CD248, CD140B, and CD276. These markers are also expressed on FBS-expanded AMSCs [22–25, 39–42]. Our study also identified CD163, a monocyte and macrophage marker, as a negative AMSC marker, which may be useful for characterizing clinical-grade MSC populations [43].

We also described the expression of the known immune-regulatory markers CD274 (B7H1/PD-L1) and CD276 (B7H3) on hPL-expanded AMSCs. Traditionally, mature dendritic cells produce soluble CD274 and CD276 [44]. However, the current results demonstrate that AMSCs grown in hPL also express these markers on the cell surface. Our results show that CD276 is highly expressed and may be expressed ubiquitously with other traditional markers such as CD73, CD105, and CD90. Similarly, CD274 is highly expressed, but shows greater variability between donors. The functional role of CD274 and CD276 on AMSCs has yet to be characterized; however, CD274-positive BMSCs have been shown to regulate T-cell proliferation and Th17 polarization [45, 46]. Furthermore, recent studies have shown that interferon gamma (IFNγ) priming or licensing of BMSCs may also up-regulate CD274 and enhance MSC-mediated T-cell inhibition [47, 48]. However, the function of CD276 remains controversial as this molecule may act as a co-stimulatory molecule for T-cell activation and selectively stimulates the production of IFNγ [49], or may inhibit T-cell proliferation [50]. CD274 and CD276 have the potential to serve as predictive clinical markers for MSC immunomodulatory activity. Isolation and characterization of CD274-positive and CD276-positive cells may determine whether these cells represent distinct subpopulations with enhanced immune-regulatory effects. Further studies correlating these markers with patient outcomes in clinical trials would also help to elucidate the role of these markers in hPL-expanded AMSCs.

Storage and administration of the MSC product for cell therapy may depend on the disease and the institutional infrastructure. Current clinical trials administer MSC products either without cryopreservation, cryopreserved and thawed, or allowed to recover for 4 days in culture. Previous studies have demonstrated reduced immunosuppressive properties of MSCs immediately thawed after cryopreservation, and that these properties were restored as early as 24 h after placing in tissue culture [51]. Samples from three of our five donors analyzed showed a slight decrease in CD248 expression between pre-freeze and post-thaw samples. The decrease in surface marker expression could be attributed to damage to the cell surface of the protein that reduces antibody-binding efficiency or, potentially, the sensitivity of CD248 expression to the metabolic state of the cell. We also observed a significant increase in CD105 expression between pre-freeze and post-thaw samples, as well as a significant increase in surface marker expression over 4 days for CD271, CD36, and, to a lesser extent, CD44. These results support the work of Francois and colleagues [51], whereby the recovery of AMSCs in culture for up to 4 days can result in maximal surface marker expression. Together, these data suggest that surface marker expression is modulated during the cryopreservation process and that it may be important for cell function to allow cells to recover for up to 4 days.

## Conclusions

We evaluated the expression of classical and non-classical surface markers across a cohort of 15 donors from various disease backgrounds. Our results demonstrate that our manufacturing procedures consistently produce an AMSC population that uniformly expresses classical MSC surface markers. We also characterized the expression of nine non-classical surface markers that may be used to further characterize the AMSC product. The known immunomodulatory markers CD274 and CD276 are also highly expressed on the surface of AMSCs and may be able to predict their immunomodulatory activity and clinical efficacy. Future clinical trials will help us to determine which surface markers are the best predictors of clinical outcomes for patients.

## Abbreviations

ALS, Amyotrophic lateral sclerosis; AMSC, Adipose derived mesenchymal stromal cell; ARAS , Atherosclerotic renal artery stenosis; BMSC, Bone marrow derived mesenchymal stromal cell; DMEM, Dulbecco’s Modified Eagle’s Medium; FBS, Fetal bovine serum; FCS, Fetal calf serum; FDA, Food and drug administration; Geo, Geometric Mean; GMP, Good manufacturing practices; HGF, human gingival fibroblasts; HPDL, human periodontal ligament; hPL, Human platelet lysate; IFATS, International Federation of Adipose Therapeutics and Sciences; IRB, Institutional Review Board; ISCT, International Society for Cellular Therapy; MFI, Mean fluorescence intensity; MSA, Multiple systems atrophy; MSC, Mesenchymal stromal cell; PBS, phosphate-buffered saline; qPCR, quantitative polymerase chain reaction; RNA-seq, RNA sequencing; RPKM, Reads per kilobase per million mapped reads

## Additional files

Additional file 1: Table S1. Oligonucleotide primer sequences used in qPCR reactions for the detection of CD marker gene transcript abundance. (XLSX 17.6 kb) Additional file 2: Figure S1. Representative graphs of cell cycle genes derived from RNA-seq data for AMSCs under proliferating and confluent conditions.

How the deposited data were processed for this re-analysis (not part of the article)

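RNA-seq had been performed on 8 AMSC cultures, 4 proliferating and 4 confluent, 1 of each state from each of 4 donors. The authors prepared libraries from isolated RNA, sequenced them on an Illumina HiSeq, and processed the reads with the MAPRSeq workflow, in which TopHat aligned them and HTSeq counted them per gene. They deposited a table with a count and an RPKM value for each gene in each library. The counts were deposited without normalization. The RPKM values were made by the authors from counts, coding length and a library total, and the totals that the RPKM values imply were 1.145 to 1.262 times the sum of the counts in the table. The genome build and annotation are not named in the paper's text, so coordinates are given as the table lists them.

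The table had 23398 entries, of which 44 repeated another entry exactly and were removed. A further 8 names recurred at another locus and were kept as separate genes. Of the resulting 23354 genes, 3675 had no count in any library. All counts were even, so counts divided by 2 were tried as an alternative. Library totals and the share of counts on matrix genes are given with the data. With n = 4 per state the smallest two-sided exact p is 0.0286 when the donor pairs are ignored. Over the 8 splits that part all 4 pairs the smallest share is 0.125. A count of 0 allows up to 3 counts at 95% confidence. Reads without molecular identifiers are not independent molecules, so such limits cover counting error only.

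Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM factors, filterByExpr by state, glmQLFit and glmQLFTest) and adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The main comparison used state alone. Gene sets were tested on log2 CPM with a prior count of 2, by camera with a preset correlation of 0.01 and by fry, in limma 3.58.1. DESeq2 1.42.0 was an alternative. The share of surface genes called was compared with 10000 random lists matched on abundance in 20 bins. Clustering used log2(RPKM + 1). The percentile of 97.5 above which this share was counted as high was set after the first percentile had been seen.

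The comparisons, the surface list, the cell cycle and family lists, the thresholds and most alternatives were chosen before the data were examined. Added later were halved counts, the totals behind the RPKM values, and library totals only for the gene sets. Families were defined by patterns of gene symbols, and the integrin pattern also takes in ITGBL1, which is not an integrin subunit. Genes named in the text follow a rule fixed at the same time: the genes the paper names, 6 cell cycle genes, the 5 largest changes in each direction among all genes and among surface genes (adjusted p under 0.05, the same direction in 4 of 4 donors, average log2 CPM over 1), and up to 3 family members in each direction. GAPDH, ACTB, COL1A1, COL1A2, COL3A1, FN1 and the other matrix genes were chosen after their values were seen.

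The replicate numbers pair the samples, since the cultures of each number come from the same donor. Deviations from the group means correlated at 0.423, 0.388, 0.425 and 0.577 for AMSC 1, 3, 4 and 19 between the proliferating and the confluent culture of the same donor, and at −0.233 to 0.091 between different donors. A fit with donor as a block was therefore an alternative. A chi-square test over genes gave 25.08 to 345.3 per degree of freedom between libraries of a state. These libraries come from different donors, so values above sampling noise were bound to appear and nothing is concluded from them.

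The scripts were tested on simulated data with 200 changed genes among 15076 tested. The edgeR test by state recovered 65% of them with 0 false calls, and the blocked fit recovered 88% with 4.87% of its calls false. DESeq2 recovered 71.5% with 0 false calls. The simulated changes went up and down in equal number, and no shift in the share of matrix genes was built in. In the deposited data 53.8% of the tested genes were called, so these rates do not carry over to them. Fits on the deposited counts had been explored before this test was written. GC content was taken from the reference genome provided with the data, for a check of the results only, matched by gene name.

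The flow cytometry and qPCR measurements of the paper were not analysed here, and neither were its surface gene list and its annotation categories.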

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

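The test on S phase genes in AMSC 3, with its prediction interval, was chosen after the result was seen. Within each state, 155 groups of 4 cultures were searched for a culture far from the other 3, by its gap to the nearest of them relative to the whole range (Dixon's test at 95% confidence). Such a culture was found in 29 groups, against 7.75 expected by chance. AMSC 3 was the distant culture in 24 of these, 16 in the confluent and 8 in the proliferating state. Many of these genes belong to the same processes, so the 29 are not independent.

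The first pattern concerns cell cycle genes. In the confluent culture of AMSC 3 the median RPKM of the G2/M phase genes was 2.08, against 0.478 to 0.652 in the other confluent cultures. MKI67 had 1.07 RPKM there (others 0.0167 to 0.154), TOP2A 5.76 (0.746 to 1.05), CCNB1 4.77 (0.922 to 1.39), CDK1 2.25 (0.377 to 0.482), HMMR 1.46 (0.0569 to 0.106), FAM111B 0.173 (0.00669 to 0.0168) and PKMYT1 0.248 (0.027 to 0.0432). In the proliferating state AMSC 3 also stood apart in HMMR, at 29.1 RPKM. The confluent library held 1.20 times the mean counts of the others, but RPKM values are already divided by a library total, so the comparison with depth decides nothing. Proliferating cells or their RNA in this library would need a share of 4.78% to account for the G2/M genes. The S phase genes of AMSC 3 kept 9.62% of their proliferating level against 7.19% to 9.14% in the other donors. Their excess was 2.42 percentage points against the lowest donor, while the G2/M excess was at least 4.66 points against any donor. As the whole cause, such RNA would leave AMSC 3 an S phase remainder of 4.95% of its own, below the other donors but within the 95% prediction interval from them (3.33% to 13.3%), so this does not exclude it. Outside the cell cycle lists, among 9431 genes with at least 400 counts in the proliferating culture of AMSC 3, 8 lay below 0.5 times the needed share, the lowest at 1.36%. Mixed RNA with the make-up of the sequenced proliferating culture of AMSC 3 would leave no gene that low. The make-up of any mixed RNA is not known, and these values rest on 1 library, so this does not decide. Proliferating cells or their RNA in this 1 library thus cannot be told apart from cells that still divided in the culture itself, and both stay open.

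The second pattern is that both cultures of AMSC 3 stood apart in genes outside the cell cycle. In the confluent state the RPKM of AMSC 3 was 7.5 for FMO1, 0.0865 for ITGB4, 5.46 for TSPAN13, 2.47 for TSPAN11, 7.46 for SEMA3D, 2.54 for SEMA3B, 4.75 for MMP16 and 185.2 for ADAM12, above the other 3 donors for each. In the proliferating state it was 7.99 for NGFR, 2.09 for CD274, 0.0601 for TSPAN11 and 8.43 for MMP16, above the others, and 66.5 for PDGFRB, below the others at 79.3 to 79.9. KIT at 0.0176 and GPR133 at 0.0169 rest on 6 counts each. Principal component 2 held 13.3% of the variance and set apart both libraries of AMSC 3. A mislabelled culture is argued against by the correlation of 0.388 between the deviations of its proliferating and confluent cultures, the pairing also found in the other donors. The paper states that previously published and new data were combined, and since AMSC 3 accounts for both of these libraries, a sequencing batch cannot be told apart from a difference of this donor. Variation between donors stays open as the biological explanation.

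The remaining 5 distant values belong to other donors, fewer than the 7.75 expected by chance over all groups. AMSC 1 had 0.135 RPKM of VCAM1 (others 0.0754 to 0.083) and 0.0127 of FMO1 in the proliferating state, the latter from 2 counts. It had 6.14 RPKM of MCAM in the confluent state (others 3.71 to 4.01) and 0 of CD200 in the proliferating state, where the others had 2 counts each. AMSC 4 had 21.6 RPKM of ADAM33 in the confluent state (others 55.7 to 59.7). No explanation was tested for these values.

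Genes outside the surface list used here also changed, and some of them may be on the longer surface list of the paper. Of 14680 such genes tested, 7890 had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among those with the same direction in 4 of 4 donors and an average log2 CPM over 1, the largest decreases at confluence were those of FAM111B, PKMYT1, MCM10, CDC45 and NTSR1, with log2 fold changes from −6.82 to −6.40 in the order given. They had 2 to 62 counts per confluent culture, so these values rest on few counts, and without the confluent culture of AMSC 3 FAM111B went to −8.85. Of the largest increases within the same limits, RARRES2 had 0 counts in every proliferating culture and 414 to 2478 in confluent cultures. FMO1 had 2 counts in the proliferating culture of AMSC 1 and 0 in the others. With 3 counts taken as the limit per proliferating culture, RARRES2 was at least 297-fold higher and FMO1 at least 119-fold. That limit holds for a count of 0 and takes each count as 1 event. As all counts were even and FMO1 was above 0 in 1 culture, both folds could be smaller. The fold limits also lean on 1 culture each. Without the confluent culture of AMSC 4 that of RARRES2 was at least 181-fold. Without the confluent culture of AMSC 3 that of FMO1 was at least 52.2-fold. The other 3 were TNNT3, GPR133 and MGP. TNNT3 had 0 to 4 counts in proliferating cultures and 3.20 to 22.1 RPKM in confluent cultures, and GPR133 had 6 counts in the proliferating culture of AMSC 3, 0 in the other 3 and 22 to 952 counts in confluent cultures, so no fold is given for these. MGP had a log2 fold change of 7.73, from 6.53 to 8.33 when a library or a donor was left out. Of the 35 splits of the libraries into 4 and 4, 1 gave as many genes called, the real one, and the same held for genes higher in confluent cultures (1 of 35), genes higher in proliferating cultures (1 of 35) and surface genes called (1 of 35). As donors pair the cultures, the real split is better compared with the other 7 that also part all 4 pairs, and these called 0 genes. With 8 such splits in all, the smallest share that comparison can give is 0.125. The 24 splits that part 2 pairs called 0 genes, and the 3 that part none called at most 2.

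Matrix genes took 30.7% of the counts in confluent cultures on average and 13.4% in proliferating cultures. COL1A1, COL1A2, COL3A1 and FN1 had log2 fold changes of 1.77, 2.06, 2.36 and 1.21, each higher in 4 of 4 donors. They were chosen after their values were seen, so no test of their increase is given. They take counts from all others when only totals are used. For BMPR1A, leaving matrix genes out of the totals closed 90.7% of the gap between library totals and TMM. The larger matrix share could thus be the source of that gap. Such totals move every gene by about the same amount, so this concerns the scaling and is no separate evidence on BMPR1A. Whether matrix expression follows cell density, time in culture or another difference between the cultures was not tested.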

How the results depend on the processing

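Of the alternatives, library totals only for the gene sets, the totals behind the RPKM values and halved counts were chosen after seeing the data. The number of genes changed between states stayed between 5719 and 9296 over 20 alternatives. The number higher in confluent cultures fell to 2412 with library totals only and to 2100 with the totals behind the RPKM values, where the number higher in proliferating cultures rose to 6371. These scalings moved the median log2 fold change of all genes by −0.35 and −0.44. With donor as a block 8918 genes were called, of which 7815 were also called by state alone in the same direction.

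Surface gene counts kept within 1.5 times of the reported ones in most alternatives. With the qPCR panel alone there were 18 genes higher in proliferating cultures, 18 higher in confluent cultures and 24 constitutive, since fewer genes enter. With a mean RPKM over 1, 46 were higher in confluent cultures and 35 constitutive, again with fewer genes. Detected surface genes fell to 197 with a mean RPKM over 0.1, by construction. The panel genes over 2-fold higher in proliferating cultures numbered 17 both with library totals only and with the totals behind the RPKM values.

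The share of surface genes changed did not hold as a result. Its percentile among matched lists, 98.9, fell below 97.5 in 17 of 21 alternatives, and that threshold was set after the first percentile had been seen. It was 96.2 with DESeq2, 97.2 with RLE factors, 51.98 with library totals only, 95.1 with at least 10 counts in every library, 87.5 with donor as a block, 90.6 with halved counts and 87.8 with lists not matched on expression. With the totals behind the RPKM values it was 44.1, below the middle of the random lists. Across the fits that left out a library or a donor it ran from 84.4, without the confluent culture of AMSC 4, to 98.9, without both cultures of AMSC 4. Apart from the scalings, the cause was not tested.

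Clustering placed every library with its state in all alternatives. The silhouette ran from 0.77 to 0.917 across the fits that left out a library or a donor. The highest was without both cultures of AMSC 3, where 3 against 3 cannot give an exact p below 0.1.

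The S phase and G2/M medians stayed at −3.19 and −4.29 with an estimated correlation, but their adjusted p rose to 0.23. Over the other alternatives these medians ran from −3.63 to −2.93 and from −4.97 to −4.03. The median of the integrin genes changed sign, to 0.049 with the donor block and to between −0.066 and 0.65 across the fits that left out a library or a donor. The cause was not tested. With fry, which makes no comparison with other genes, the tetraspanin (0.56), semaphorin (1.04) and ABC transporter (0.64) sets passed the threshold. With camera, the semaphorin set passed it with medians of 0.69 (library totals only) and 0.61 (totals behind the RPKM values). The ABC transporter set passed it with camera at 0.66 (donor block), 0.29 and 0.20 (the same totals in turn). Leaving out a library or a donor gave ABC transporter medians from 0.49 to 0.86, and the set passed the threshold only without the confluent culture of AMSC 3 (0.55). Metalloproteases turned to −0.004 with library totals only and −0.094 with the totals behind the RPKM values. Against the median of all genes they stood at 0.28 in both, as with TMM.

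The 72 genes named and tested had 1414 values under alternatives, of which 1316 kept direction and call, 82 kept the direction and lost the call, 5 gained it and 11 reversed. A stricter filter or fewer libraries left some low genes untested, and these gave no value. BMPR1A went to −0.047 with library totals only and to −0.14 with the totals behind the RPKM values, and THY1 to −0.006 and −0.089. PECAM1 ran from −0.39 to 0.046 without a library or a donor. NGFR rests on AMSC 3: with the donor block it was 2.28, and it ran from −1.49 to 4.86 when a library or a donor was left out, the highest without the proliferating culture of AMSC 3. Apart from NGFR, the donor block changed the call of 1 named gene, CD163, whose adjusted p went from 0.036 to 0.0716 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 0.00852 to 0.135 over its alternatives). Among the gene sets and the surface results, the block changed the integrin sign, the call of the ABC transporter set and the side of 97.5 of the surface share. It gave 40 surface genes higher in proliferating cultures, 81 higher in confluent cultures and 63 constitutive. Within families it called 9 metalloproteases higher and 4 lower and 11 tetraspanins higher and 5 lower in confluent cultures. The other genes were not compared one by one beyond the count of shared calls given above.

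Depth limits the low genes. KIT and CD200 had too few counts to be tested. CD200 had 0 to 2 counts in proliferating cultures and 16, 0, 26 and 6 counts in the confluent cultures of AMSC 1, 3, 4 and 19, a difference within the spread between donors (two-sided exact permutation test, p = 0.143).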

Differences from the paper's values

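Panel genes more than 2-fold higher in confluent cultures numbered 29 in the paper, by qPCR, and 15 here, by RNA-seq with TMM. The assays differ, and 63 of the 69 panel genes were tested here. None of the alternatives set before the data were examined closed the gap, which ran from 10 genes (at least 10 counts in every library) to 19 genes (no filter on low counts). Relative to GAPDH the number was 31, under a setting chosen after seeing the values. In the other direction the paper counts 9 genes, and RNA-seq gave 10 with TMM and 4 relative to GAPDH.

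The paper states that CD44, CD105 and CD73 did not change with confluency by qPCR. By RNA-seq CD44, ENG (CD105) and NT5E (CD73) had log2 fold changes of −1.68, −0.84 and −0.74, all past the threshold. The paper states that CD90 rose by more than the fold it set, and THY1 (CD90) had a log2 fold change of 0.34 here, with adjusted p = 0.199 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Relative to GAPDH, again chosen after seeing the values, CD44, ENG and NT5E stood at −0.72, 0.12 and 0.21, and THY1 at 1.29.

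The paper calls BMPR1A constitutive. Its RPKM values are those of Fig. 6c, and with TMM it rose by 0.31 with adjusted p = 0.0122 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while library totals gave −0.05. The paper describes HMMR as expressed in proliferating cells alone and VCAM1 in confluent cells alone. Here HMMR was at 1.46 RPKM in the confluent culture of AMSC 3, and VCAM1 had 14 to 32 counts in proliferating cultures.

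The legend of Fig. 6a gives its fold changes as confluent over proliferating, while the bars as drawn place VCAM1 (CD106) and CD34 below the baseline at the confluent end. By RNA-seq both were higher in confluent cultures, by 5.87 and 2.49 on the log2 scale. In the dendrogram of Fig. 6b the confluent culture of AMSC 1 joins that of AMSC 19 first, and here, on another list of surface genes, it joined that of AMSC 4.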

Other observations

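The count of 5 classical markers and the test of scaling on the surface genes were chosen after the result was seen. GAPDH, the reference gene of the qPCR in the paper, was lower in confluent cultures by RNA-seq, with a log2 fold change of −0.96 (adjusted p = 0.00252 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and ratios of −1.57, −0.60, −1.80 and −1.76 in the log2 RPKM of AMSC 1, 3, 4 and 19. ACTB had −0.94. A hypothesis is that a falling reference gene could shift qPCR values toward the confluent state. Relative to GAPDH, CD44, ENG and NT5E stood at −0.72, 0.12 and 0.21, so the 1 farthest from 0, CD44, was within 2-fold on average. By donor, CD44 ran from −1.13 to −0.47, so it was beyond 2-fold in at least 1 donor. This test could have failed, since GAPDH might have risen or fallen too little, but ENG and NT5E were within 2-fold with TMM already, so it rests on CD44. THY1 and CD34 stood at 1.29 and 3.45. For 5 of the 5 classical markers the values relative to GAPDH go with what the paper states from qPCR, against 3 of 5 with TMM. Among panel genes over 2-fold in either direction, 88.6% were higher in confluent cultures relative to GAPDH (31 of 35) and 60% with TMM (15 of 25), against 76.3% from the counts of the paper. Dividing by GAPDH raises every log2 fold change by the same amount, so the share rises by arithmetic once GAPDH falls, here past the qPCR value, and the flips of CD44 and THY1 across 2-fold come from the same constant. The share and the count of 5 therefore decide nothing, and the hypothesis stays open. The qPCR measurements were not analysed here.

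The order of the panel genes in the qPCR bar chart of Fig. 6a, read from the proliferating to the confluent end, was set against the RNA-seq fold changes of 62 genes. Spearman's rho across genes was 0.788 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). Genes are not independent replicates. The 10 genes at one end were lower at confluence for 10 of 10, and the 10 at the other end higher for 9 of 10. A rank order does not change with the choice of reference gene.

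Fewer surface genes were higher in proliferating than in confluent cultures with TMM (38 against 78), and this order depends on scaling. The lowest share of confluent genes among changed surface genes over 3 other scalings was 48.1%, with the totals behind the RPKM values, where the order turned around to that of Table 2. This indicates that the deposited data do not settle which state has more surface genes raised.

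GC content and gene length were weighed for the main patterns. After a fit of log2 fold change on GC content and log length was removed, which took up 1.37% of the variance, the medians were −3.15 for S phase genes and −4.31 for G2/M phase genes, which argues against such a bias as the source of these decreases. With random lists matched on abundance, GC content and length, the surface list stood at percentile 98.9 over the 215 of 221 genes with a value, so these properties do not account for its position with TMM. That position is lost with other scalings. The family medians moved from 0.64 to 0.28 for ABC transporters, from 0.35 to 0.025 for metalloproteases, from 1.04 to 0.89 for semaphorins, from 0.56 to 0.51 for tetraspanins and from −0.077 to −0.195 for integrins. A part of the ABC transporter and metalloprotease medians thus goes with GC content and length.

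For the 7 gene sets, the 35 splits of the libraries into 4 and 4 were searched for a median log2 fold change as large as the real one. The real split was the only one (1 of 35) for S phase genes, G2/M phase genes, tetraspanins, semaphorins and ABC transporters. For integrins 14 of 35 splits gave a median as large, and 4 of the 8 that part all 4 donor pairs. For metalloproteases 2 of 35 did, the other one (0.355) parting 2 pairs. Among the 8 that part all 4 pairs, the real metalloprotease median (0.35) was the largest, with 0.198 as the highest of the others, and the smallest share that comparison can give is 0.125.

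RNA-seq values of the other markers that the paper measured by flow cytometry or qPCR were as follows. MCAM (CD146) fell by 1.64, CD274 by 3.32 and PDCD1LG2 (CD273) by 1.88 on the log2 scale, and PDGFRB (CD140b) rose by 0.88, each in 4 of 4 donors and past the threshold, which PDCD1LG2 lost in 2 of 20 alternatives, without both cultures of AMSC 1 and without both of AMSC 19. CD248 (0.55) and CD276 (−0.52) did not pass it over all libraries with TMM. CD276 passed it in 4 of 20 alternatives, with library totals only (−0.85), with the totals behind the RPKM values (−0.93), without the confluent culture of AMSC 3 (−0.83) and without both cultures of AMSC 3 (−0.93). Its confluent value was 33.4 RPKM in AMSC 3 and 13.6 to 18.8 RPKM in the others. CD248 passed it in 1 of 20, without the proliferating culture of AMSC 1 (0.70). CD14 and PTPRC (CD45), negative markers in the paper, were at 0.0578 and 0.0139 RPKM in proliferating cultures and 0.172 and 0.0462 RPKM in confluent cultures. From these low levels they rose by 2.00 and 2.14 on the log2 scale, each in 4 of 4 donors and past the threshold. PTPRC lost the threshold in 9 of 17 alternatives. CD36 had 5.43 ± 2.49 RPKM (SD, n = 4) in proliferating and 9.98 ± 4.96 RPKM (SD, n = 4) in confluent cultures, and its increase of 1.34 lost significance in 9 of 20 alternatives. CD163 was at 0.034 and 0.164 RPKM. PECAM1 (CD31) showed no change past the spread between donors (−0.15, standard error 0.33).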
